# Tapetal Expression of *BnaC.MAGL8.a* Causes Male Sterility in *Arabidopsis*

**DOI:** 10.3389/fpls.2019.00763

**Published:** 2019-06-12

**Authors:** Jie Gao, Qun Li, Nan Wang, Baolong Tao, Jing Wen, Bin Yi, Chaozhi Ma, Jinxing Tu, Tingdong Fu, Qiang Li, Jitao Zou, Jinxiong Shen

**Keywords:** *Arabidopsis thaliana*, *Brassica napus*, MAGL, male sterility, pollen wall, tapetum, *AMS*, jasmonates

## Abstract

Monoacylglycerol lipase (MAGL) hydrolyzes monoacylglycerol, producing free fatty acid and glycerol. Although this enzyme has been shown to play important roles in mammal, its potential function in plants remains poorly understood. In a survey of the *MAGL* genes in *Brassica napus*, we found tapetal expression of *BnaC.MAGL8.a*, a homolog of *AtMAGL8*, results in male sterility in *Arabidopsis thaliana*. Retarded tapetal PCD and defective pollen wall were observed in the transgenic plants. The tapetal cells became vacuolated at stage 9, and then degenerated at stage 11. Most microspores degenerated with the tapetal cells, and only few pollen grains with an irregular-shaped exine layer were produced in the transgenic plants. Transcriptome analysis identified 398 differentially expressed genes. Most of them are involved in pollen development and stress response. *ABORTED MICROSPORES* and its downstream pollen wall biosynthesis genes were down-regulated, but genes related with reactive oxygen species homeostasis and jasmonates signaling were up-regulated in the transgenic plants. These results suggest that expression of *BnaC.MAGL8.a* in tapetum invokes stress response and impairs pollen development. The apparent phenotypic similarity between *atgpat1* mutant and *BnA9::BnaC.MAGL8.a* transgenic plants lead us to propose a role for monoacylglycerol (MAG) in pollen development in *Arabidopsis*. Our study provides insights on not only the biological function of plant MAGL genes but also the role of MAG in pollen development.

## Introduction

In mammals, triacylglycerol (TAG) breakdown proceeds through sequential hydrolysis reactions catalyzed by adipose tissue triacylglycerol lipase, hormone sensitive lipase, and monoacylglycerol lipase (MAGL) (Labar et al., 2010). In addition to participate in fat mobilization, MAGLs also regulate the endocannabinoid signaling system by controlling the level of 2-arachidonoylglycerol, which is a key messenger of the endocannabinoid system (Labar et al., 2010). The first *MAGL* gene was cloned from mice (Karlsson et al., 1997), and then many *MAGL* identifications followed from various species (Karlsson et al., 2001; Heier et al., 2010). MAGLs belong to the alpha/beta hydrolase superfamily, containing the GXSXG motif and the catalytic triad of Ser, Asp, and His.

In *Arabidopsis*, a total of 16 putative *MAGL* genes were identified (Kim et al., 2016). MAG hydrolytic activity were measured with 11 recombinant proteins, among which, AtMAGL6 and AtMAGL8 exhibited the highest MAGL activities (Kim et al., 2016). The involvement of *AtMAGL8* in lipid mobilization is supported by its preferential expression in developing pollen and germinating seeds, the hydrolytic activity of AtMAGL8 toward the MAG containing eicosenoic acid (20:1), and its oil body associated localization (Kim et al., 2016). AtMAGL3 has two different enzymatic roles: lysophospholipase and monoacylglycerol acyltransferase (Gao et al., 2010; Vijayaraj et al., 2012). It is also named as lysoPL2 after its hydrolytic activity toward lysophosphatidylcholine and protein sequence similarity with lysoPL1 (Gao et al., 2010). AtMAGL3 was proposed to protect the plant from heavy metal ions by replacing oxidized membrane lipids with its protein partner acyl-CoA-binding protein 2 (ACBP2) (Gao et al., 2010).

The tapetum supports pollen development in an altruistic way, providing nutrients, enzymes, lipids and other materials. In the bicellular pollen stage, tapetal cells undergo programmed cell death (PCD) to convert their contents to building blocks for pollen development. Tapetal PCD is regulated by a number of transcription factors including *ABORTED MICROSPORES* (*AMS*) (Sorensen et al., 2003; Xu et al., 2010), *MALE STERILE 188/MYB103/MYB80* (*MS188/MYB103/MYB80*) (Higginson et al., 2003; Phan et al., 2012; Xiong et al., 2016) and *DYSFUNCTIONAL TAPETUM1* (*DYT1*) (Feng et al., 2012). Absence of these genes results in premature or retarded tapetal PCD and male sterility. *AMS* acts as a master regulator in pollen wall development, regulating 8 sporopollenin synthesis genes with *MS188* (Xiong et al., 2016; Wang et al., 2018). In addition to transcription factors, reactive oxygen species (ROS) also mediate tapetal PCD. It has been reported that the ROS levels peaked at stage 8 and 9 and then decreased at stage 11 in the rice anther (Hu et al., 2011). Similar ROS patterns were also observed in *Arabidopsis*, tobacco and tomato (Xie et al., 2014; Yu et al., 2017). *RESPIRATORY BURST OXIDASE HOMOLOG E* (*RBOHE*) encodes a NADPH oxidase producing ROS (Xie et al., 2014). Tapetal PCD was delayed in the *rbohe* mutant, and *RBOHE* overexpression resulted in premature tapetum degeneration (Xie et al., 2014).

Lipids are important for pollen development. The pollen wall comprises two layers, the exine and the intine (Ariizumi and Toriyama, 2011; Zhang et al., 2016). Lipid derived compounds are the major constitutes of the pollen coat and the exine (Ariizumi and Toriyama, 2011; Zhang et al., 2016). The pollen wall not only protects gamete from environmental stresses, but also plays an important role in pollen-stigma communication (Wang et al., 2017; Nasrallah, 2019). Defective pollen wall frequently results in male sterility. Many lipid related genes are important for pollen wall development, such as *MALE STERILITY2* (Aarts et al., 1997; Chen et al., 2011), *CYTOCHROME P450 FAMILY 703 SUBFAMILY A POLYPEPTIDE 2* (*CYP703A2*) (Morant et al., 2007), *CYP704B1* (Dobritsa et al., 2009), and *ACYL-COA SYNTHETASE 5* (*ACOS5*) (de Azevedo Souza et al., 2009). Moreover, loss of genes involved in glycerolipid synthesis also leads to male sterility. Glycerol-3-phosphate acyltransferases (GPATs) mediate the production of lysophosphatidic acids from glycerol-3-phosphate and acyl-CoA. *gpat1* and *gpat6* mutants in *Arabidopsis* (Zheng et al., 2003; Li et al., 2012) and *gpat3* mutant in rice (Men et al., 2017) are characterized with defective tapetum development and male sterility. Knockout of *GPAT9* also leads to male gametophytic lethality in *Arabidopsis* (Shockey et al., 2016).

In this work, we cloned *BnaC.MAGL8.a*, which encodes a MAG lipase, from an oilseed rape cultivar (Zhongshuang 11). *AtMAGL8* is a promising candidate gene related with lipid mobilization, and it is preferentially expressed in developing pollen and germinating seeds. In this study, we used the *BnA9* promoter and the cauliflower mosaic virus (CaMV) 35S promoter to drive *BnaC.MAGL8.a* expression in *Arabidopsis* to explore its potential biological function. Though the *35S::BnaC.MAGL8.a* transgenic plants exhibited similar phenotype as wild type, overexpression of *BnaC.MAGL8.a* in tapetum impaired pollen development. The tapetal cells became vacuolated at stage 10 and degenerated with microspores at later stages in the *BnA9::BnaC.MAGL8.a* transgenic plants. Transcriptome analysis uncovered 398 differentially expressed genes in comparison with the wild type, mainly involved in pollen development and stress response. Based on these results, we discussed the potential mechanism underlying male sterility in the transgenic plants.

## Materials and Methods

### Plant Materials and Growth Condition

Zhongshuang 11 (ZS 11), a *Brassica napus* cultivar, was grown in the experimental field of Huazhong Agricultural University, Wuhan, China. Wild-type *Arabidopsis thaliana* Columbia (ecotype Col-0) and *BnA9::BnaC.MAGL8.a* transgenic plants were grown in a greenhouse (8 h dark and 16 h light, 23°C).

### Protein Sequence Alignment

The deduced amino acid sequence of *AtMAGL8* and its four homologous genes were aligned using the ClustalW method in MEGA 7 (Kumar et al., 2016).

### Vector Construction and Plant Transformation

Total RNA was extracted from ZS 11 flower buds using RNeasy Plant Mini Kit (Qiagen) and reverse transcription was performed using RevertAid First Strand cDNA Synthesis Kit from Thermo Scientific. Then, the coding sequence of *BnaC.MAGL8.a* was amplified with BnaC.MAGL8.a_LP and BnaC.MAGL8.a_RP. The *BnA9* promoter was amplified from ZS 11 genomic DNA with BnA9_LP and BnA9_RP. The *NOS* terminator was amplified using NosT_LP and NosT_RP from the pCAMBIA2300 vector. Primers used in this study are listed in Supplementary Table S1. The produced fragments were assembled in the pCAMBIA2300 vector. Then, the vector was transferred into *Agrobacterium tumefaciens* strain GV3101 and transformed into *Arabidopsis* via the floral dip method (Zhang X. et al., 2006).

### Recombinant Protein Purification and *in vitro* Enzyme Assay

The coding sequences from *BnaC.MAGL8.a* and *AtMAGL8* were inserted into the pMAL-c5X vector from the MBP purification system kit (NEB). After confirmed by sequencing, the vectors were introduced into *E. coli* strain ER2523. Protein purification and western blot were performed according to the manufacturer’s instructions. After dialysis against 50 mM phosphate sodium solution (pH 8.0), the maltose binding protein (MBP):MAGL recombinant proteins were quantified using Bradford protein assay kit (Tiangen). The recombinant proteins were incubated with the substrates (Supplementary Table S2), MAGs with various fatty acids, including palmitic acid (16:0), palmitoleic acid (16:1), stearic acid (18:0), oleic acid (18:1), and linoleic acid (18:2), at *sn*-1 position and the MAG with 18:1 at *sn*-2 position in 100 μl reaction solution containing 50 mM sodium phosphate buffer (pH 8.0), 0.2% Triton X-100 (Kim et al., 2016). All substrates were bought from Sigma-Aldrich and were emulsified in 0.2% Triton X-100 solution before use. After 30 min incubation, the reaction was stopped by 90°C treatment for 5 min and the released free fatty acid was measured by NEFA kit (Wako).

### Alexander’s Staining of Pollen

Anthers were stained with Alexander solution (Alexander, 1969) and examined microscopically.

### Light and Electron Microscopy

The semi-thin sections were prepared and analyzed as previously described (Chen et al., 2009). Transmission electron microscopy (TEM) analysis and scanning electron microscopy (SEM) analysis were conducted as previously described (Yi et al., 2010).

### Transcriptome Analysis

Total RNA was extracted from young flower buds (stage 6–9) with RNAprep pure Plant Kit (Tiangen) from the wild type and transgenic lines. Three biological replicates for the wild type and *BnA9::BnaC.MAGL8.a* plants were included. Libraries were sequenced with HiSeq X Ten system. Hisat2 was used to map the reads to the *Arabidopsis* genome (Kim et al., 2015). During this process, *BnaC.MAGL8.a* coding sequence was added to the reference genome to get its expression value. Raw read counts were estimated by featureCount, and differentially expressed genes was detected via DESeq2 using *P*-value <0.01 as the threshold (Liao et al., 2014; Love et al., 2014). The data was deposited in GEO database (GSE124918). The Gene Ontology classification was conducted using GO annotation tool from TAIR^1^ (Berardini et al., 2004). The MAPMAN annotation was conducted according to the user’s manual (Thimm et al., 2004). DAVID was used for functional classification and KEGG pathway enrichment (Huang et al., 2009).

### Real-Time PCR

Total RNA was extracted from flower buds (stage 6–9) from the wild type and *BnA9::BnaC.MAGL8.a* plants. First-strand cDNA was synthesized using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher). Real-time PCR was performed using TOYOBO SYBR GREEN mix and Bio-Rad cycler. Experiments were conducted in triplicate. Primers were listed in Supplementary Table S1. *PP2AA3* (*PROTEIN PHOSPHATE 2A SUBUNIT 3*, *AT1G13320*) was used for standardization (Singer et al., 2016) and the relative expression levels were calculated with CFX Manager Software (Bio-Rad) according to the 2^−ΔΔCt^ method.

## Results

### Discovery of the *BnA9::BnaC.MAGL8.a* Male Sterile Plants

To explore the *MAGL* gene family in *Brassica napus*, 47 genes were identified from the Darmor-*bzh* genome database (Chalhoub et al., 2014) based on the protein sequence similarity with 16 AtMAGLs (Supplementary Figure S1). We have successfully cloned 23 genes. Then, these genes were inserted into an ectopic expression vector containing CaMV35S or *BnA9* promoter and introduced into *Arabidopsis*. Stable transgenic lines harboring 15 genes were obtained (Supplementary Table S3). The CaMV35S promoter is commonly used for ectopically expressing genes in transgenic plants, but it does not drive a sufficiently high level of expression in the tapetum. *BnA9* promoter drives gene expression in tapetum from stage 6 to stage 11 (Konagaya et al., 2008; Song et al., 2016). Lipid metabolism plays an important role in pollen development. To explore the affect of ectopic expression of *MAGL* genes in pollen development, *BnA9* promoter were used to drives tapetum specific gene expression. Among the transgenic lines, *BnA9::BnaC.MAGL8.a* and *BnA9::BnaA.MAGL10.a* exhibited male sterility (Supplementary Table S3 and Supplementary Figure S2). As we were unable to purify MBP:BnaA.MAGL10.a recombinant protein for enzyme assay, this study is focused on the *BnA9::BnaC.MAGL8.a* transgenic plants.

In the *BnA9::BnaC.MAGL8.a* plants, the siliques were stunt and failed to set seeds (Figure 1A,B). Among the 12 *BnA9::BnaC.MAGL8.a* transgenic lines, 9 showed similar male-sterile phenotypes (Supplementary Table S4). The anthers from transgenic plants turned brown and no pollen grains were observed on the stigma or style (Figure 1D). In contrast, abundant pollen grains were observed in the wild type (Figure 1C). Alexander’s staining of anthers from the transgenic plants revealed that degenerated pollen grains adhered with round pollen grains in the locule (Figure 1E,F). Pollinating the *BnA9::BnaC.MAGL8.a* plants with wild type pollen grains led to normal siliques, suggesting the male sterility is caused by defective pollen grains (Supplementary Table S4).

**FIGURE 1:**
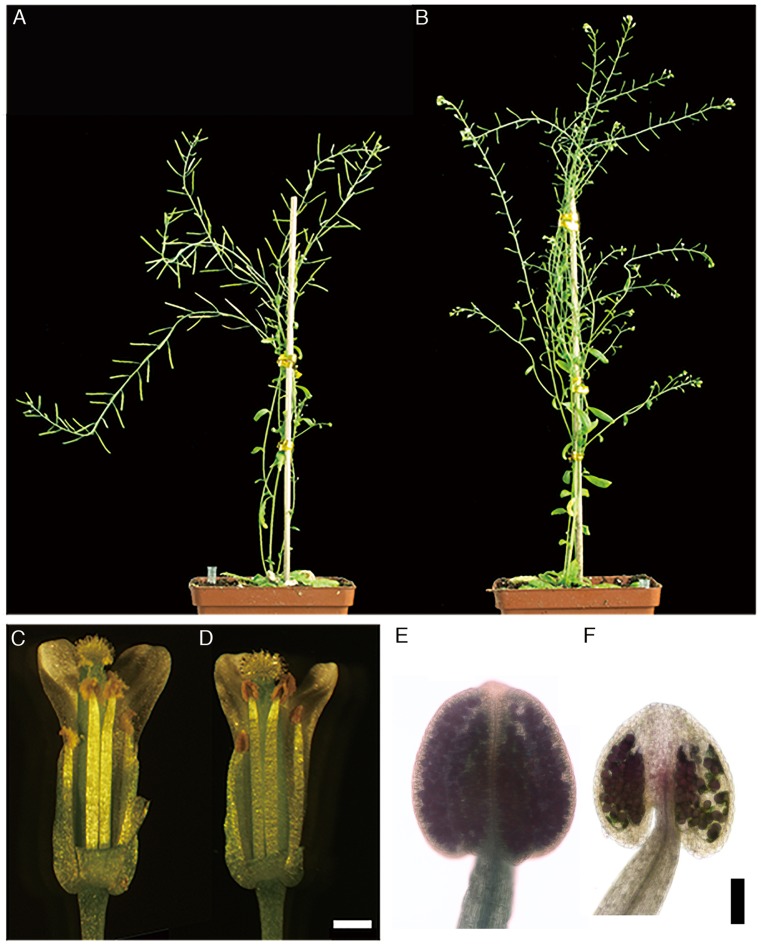
Phenotype of the *BnA9::BnaC.MAGL8.a* plants. **(A)** The wild type plant with long siliques. **(B)** The *BnA9::BnaC.MAGL8.a* plant with stunted siliques. Open flowers from the wild type **(C)** and the *BnA9::BnaC.MAGL8.a* plants **(D)**. The anthers of transgenic plants turn brown. Bar = 1 mm. Alexander’s staining of anthers from the wild type **(E)** and the *BnA9::BnaC.MAGL8.a* plants **(F)**. Bar = 100 μm.

### *BnaC.MAGL8.a* Is a Homologous Gene of *AtMAGL8* and Encodes a MAG Lipase

Based on phylogenetic analysis (Supplementary Figure S1), there are four homologous genes of *AtMAGL8* in *Brassica napus*, designated as *BnaC.MAGL8.a*, *BnaC.MAGL8.b*, *BnaA.MAGL8.a*, and *BnaA.MAGL8.b*. Alignment of the deduced protein sequences from these genes with *AtMAGL8* indicated that the GXSXG motif and the catalytic triad are conserved (Figure 2). The BnaC.MAGL8.a shows the highest identity (89%) with AtMAGL8. BnaC.MAGL8.b, BnaA.MAGL8.a, and BnaA.MAGL8.b exhibit 87.7, 87.7, and 80% identity with AtMAGL8, respectively.

**FIGURE 2:**
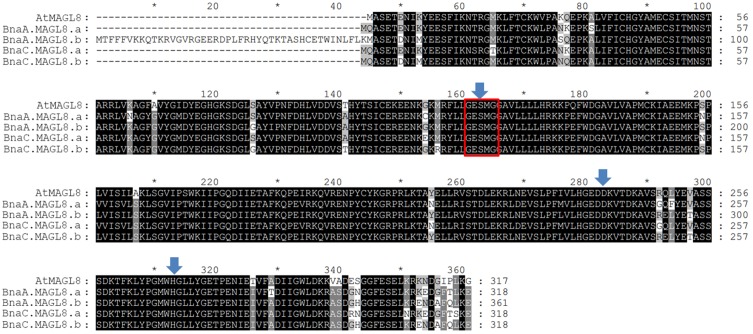
Alignment of deduced amino acid sequences of *AtMAGL8* and four homologous genes. These deduced amino acid sequences were aligned by ClustalW in MEGA 7. The identical and conserved amino acids residues are shaded in black and gray. The Gly-X-Ser-X-Gly (X = any residue) lipase motif is marked with red box and the catalytic triad (Ser, Asp, and His) is highlighted with blue arrows.

*In vitro* enzyme assay indicated the MBP:BnaC.MAGL8.a recombinant protein possessed biochemical properties similar to MBP:AtMAGL8. The recombinant proteins were purified with amylose resin (Supplementary Figure S3). The production rate of non-esterified fatty acid increased with the MBP:BnaC.MAGL8.a recombinant protein content in the reaction and reached a maximum rate with 1.4 μg or more recombinant protein (Figure 3A), suggesting that BnaC.MAGL8.a and AtMAGL8 have a similar hydrolytic activity of MAG (Kim et al., 2016). We further investigated regio-specificity and substrate specificity of MBP:BnaC.MAGL8.a to different MAG species. Same as MBP:AtMAGL8, the MBP:BnaC.MAGL8.a recombinant protein preferred MAG with 18:1 at *sn*-1 position to *sn*-2 position. In addition, MBP:BnaC.MAGL8.a also showed a higher hydrolase activity with MAG containing unsaturated fatty acid (16:1) than saturated fatty acid (16:0) (Figure 3B). Hence, MBP:BnaC.MAGL8.a recombinant protein showed a similar regio-specificity and substrate specificity as MBP:AtMAGL8.

**FIGURE 3:**
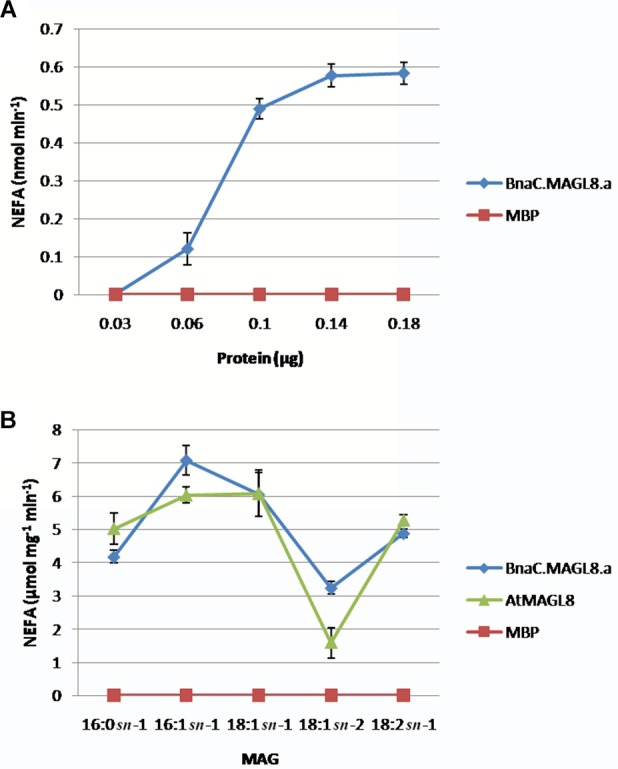
*In vitro* enzymatic assays of MBP:BnaC.MAGL8.a recombinant protein. **(A)** Protein-dependent MAGL assay were conducted with various amounts of recombinant protein (0.03–0.18 μg). The recombinant protein was incubated with 400 μM MAG containing 18:2 at the *sn*-1 position. **(B)** Substrate-dependent MAGL assay were conducted with 0.1 μg recombinant protein. The substrates were added to 400 μM in the reactions and released non-esterified fatty acid (NEFA) were measured using a NEFA assay kit. The values are means ± standard errors of three independent experiments.

### Defective Pollen Development in the *BnA9::BnaC.MAGL8.a* Plants

To unravel the mechanism of defective pollen formation, sections of anthers from the wild type and *BnA9::BnaC.MAGL8.a* plants were examined under light microscope. Normal microsporogenesis was observed in the transgenic plants (Figure 4A,B,G,H and Supplementary Figures S4A,E). In the *BnA9::BnaC.MAGL8.a* plants, microspores were released from the tetrads as the wild type at stage 8 (Figure 4H and Supplementary Figure S4E). At stage 9, the wild type tapetal cells initiated programmed cell death, evidenced by their reduced size (Figure 4C and Supplementary Figures S4B,C). However, in the transgenic plants, the tapetum became vacuolated and abundant small vacuoles were presented in the tapetal cells (Figure 4I and Supplementary Figure S4F). In addition, some of the microspores were degraded at this stage (Figure 4I and Supplementary Figure S4G). At stage 11, tapetum was degenerated in the wild type (Figure 4D,E and Supplementary Figure S4D). However, vacuolated tapetal cells and microspores filled the locules and large vacuoles were present in the tapetum of transgenic plants (Figure 4J and Supplementary Figure S4H). Some of the tapetal cells were degraded, leaving cell debris among the microspores. Most microspores were degraded, presented as empty exine ring in the section, and only a few still viable (Figure 4J). At stage 12, tapetal PCD were completed and pollen grains were freely distributed in the wild type (Figure 4E). In the *BnA9::BnaC.MAGL8.a* plants, the degenerated pollen grains were attached to normal ones and all of them appeared stuck to the locule wall (Figure 4K). At stage 13, only pollen debris and irregular pollen grains could be observed in the *BnA9::BnaC.MAGL8.a* plants (Figure 4L), when mature pollen grains were observed in the locules of wild type (Figure 4F).

**FIGURE 4:**
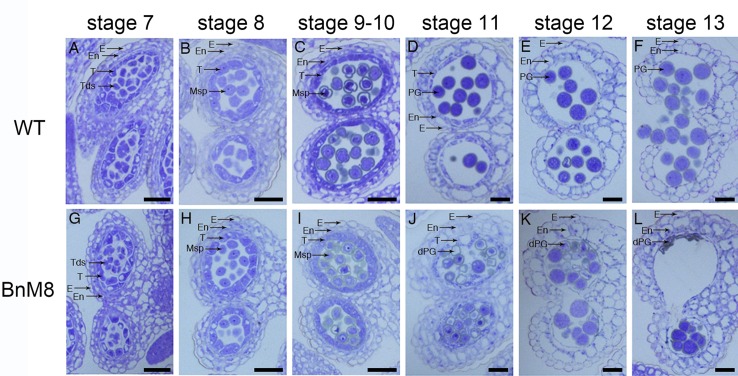
Transverse semi-thin sections of anthers from the wild type and *BnA9::BnaC.MAGL8.a* plants. **(A–F)** Anther from the wild type at stage 7 **(A)**, stage 8 **(B)**, stage 9 and 10 **(C)**, stage 11 **(D)**, stage 12 **(E)**, and stage 13 **(F)**; **(G–L)**: anther from the *BnA9::BnaC.MAGL8.a* plants at stage 7 **(G)**, stage 8 **(H)**, stage 9 and 10 **(I)**, stage 11 **(J)**, stage 12 **(K)**, and stage 13 **(L)**. BnM8, *BnA9::BnaC.MAGL8.a*; dPG, degenerated pollen grain; E, epidermis; En, endothecium; Msp, microspore; PG, pollen grain; T, tapetum; Tds, tetrads; WT, the wild type. Bars = 25 μm.

Transmission electron microscope analysis was employed to examine the defective pollen development at subcellular level. In the wild type, layers of ER were presented beneath the plasma membrane facing the locule, indicating an active secretory function; in addition, the cell walls were degraded (Figure 5A). In the *BnA9::BnaC.MAGL8.a* plants, the outer tangential cell walls of tapetal cells were degraded and layers of ER were also observed (Figure 5B), but the cell wall between adjacent tapetal cells remained visible till stage 9 (Figure 5D). At stage 9, the wild type tapetum contained large vacuoles as well as many small vesicles, releasing fibrillar materials into the locule (Figure 5C). In the *BnA9::BnaC.MAGL8.a* plants, in addition to the large vacuoles, a great number of small vesicles were present in the tapetal cells, giving them a spongy appearance (Figure 5D). At stage 10, elaioplasts and tapetosomes were observed in the wild type and *BnA9::BnaC.MAGL8.a* plants (Figure 5E,F). Some of the tapetal cells were degenerated in the transgenic plants, leaving cell remnants in the locule (Figure 5F). Degenerated pollen grains were observed in the transgenic plants, featured with detached cytoplasm (Figure 5F).

**FIGURE 5:**
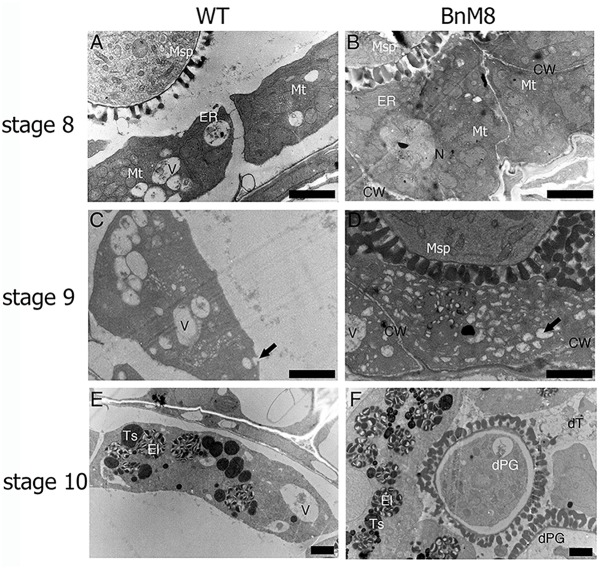
Transmission electron micrographs of the tapetum. **(A,C,E)** Tapetal cells from the wild type at stage 8 **(A)**, stage 9 **(C)**, and stage 10 **(E)**; **(B,D,F)**: tapetal cells from the *BnA9::BnaC.MAGL8.a* plants at stage 8 **(B)**, stage 9 **(D)**, and stage 10 **(F)**. BnM8, *BnA9::BnaC.MAGL8.a*; CW, cell wall; dPG, degenerated pollen grain; dT, degenerated tapetum; El, elaioplast; ER, endoplasmic reticulum; Ex, exine; In, intine; Mt, mitochondria; N, nucleus; Ts, tapetosome; V, vacuole; WT, the wild type. Arrow in **(C)** points to the tapetal cell releasing fibrillar materials. Arrow in **(D)** points to the small vesicle inside the tapetal cells. Bars = 2 μm.

Pollen wall formation was also affected in the *BnA9::BnaC.MAGL8.a* plants, especially the exine. Although some pollen grains from *BnA9::BnaC.MAGL8.a* appeared normal at stage 10, others were mostly degenerated in the locule (Figure 6B). At stage 11, the wild type pollen accumulated lipid droplets and starch granules (Figure 6C). On the other hand, large vacuoles presented in the pollen cytoplasm and the defect in exine became obvious in transgenic plants (Figure 6D). Furthermore, round pollen grains and degenerated pollen grains were attached to each other in the locule (Figure 6D). As the tapetal PCD was perturbed in the transgenic lines, limited pollen coat was uploaded onto the pollen wall (Figure 6F). Finally, after tapetum and pollen degradation, the collapsed pollen grains and tapetum remnants attached to the locule (Figure 6F). Notably, the locule fluid in the transgenic lines contained more fibrillar materials than the wild type at stage 10 and stage 11 (Figure 6B,D), which may came from degenerated tapetum and caused pollen grains aggregation.

**FIGURE 6:**
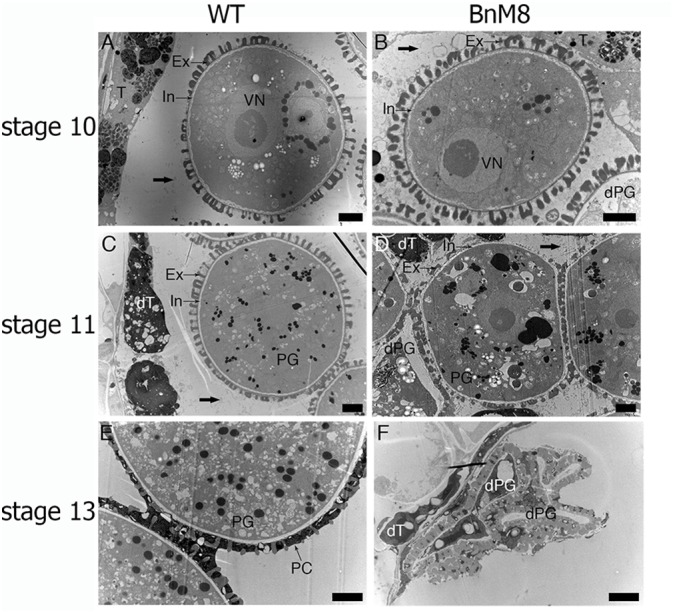
Transmission electron micrographs of microspores and pollen grains. **(A,C,E)** Microspores and pollen grains from the wild type in stage 10 **(A)**, stage 11 **(C)**, and stage 13 **(E)**; **(B,D,F)** microspores and pollen grains from the *BnA9::BnaC.MAGL8.a* plants in stage 10 **(B)**, stage 11 **(D)**, and stage 13 **(F)**. BnM8, *BnA9::BnaC.MAGL8.a*; dPG, degenerated pollen grain; dT, degenerated tapetum; Ex, exine; In, intine; PC, pollen coat; PG, pollen grain; VN, vegetative nucleus; WT, the wild type. Arrows in **(A,B,C,D)** point to the fibrillar materials in the locule. Bars = 2 μm.

Scanning electron microscopy analysis showed defective pollen wall in shrunken pollen grains. The exine was practically smooth and had small or no lacunae (Figure 7B). In addition, no intine or cytoplasm could be observed under the exine layer (Figure 7D). The round pollen grains were decorated with intine, exine and pollen coat (Figure 7E), and storage organelles were presented in the cytoplasm. However, the round pollen grains showed defective exine structure and limited pollen coat (Figure 7E).

**FIGURE 7:**
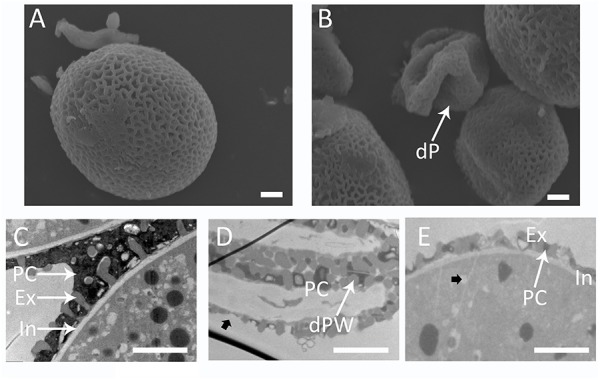
Defective pollen wall in the *BnA9::BnaC.MAGL8.a* plants. Scanning electron micrographs of pollen grains from the wild type **(A)** and the *BnA9::BnaC.MAGL8.a* plants **(B)**. Transmission electron micrographs emphasizing pollen wall of the wild type pollen **(C)**, and shrunken pollen grains **(D)** and round pollen grains **(E)** from the *BnA9::BnaC.MAGL8.a plants*. dP, degenerated pollen; dPW, degenerated pollen wall; Ex, exine; In, intine; PC, pollen coat. Arrow in **(D)** points to the thin exine layer in degenerated pollen. Arrow in **(E)** points to a storage organelle in the pollen cytoplasm. Bars = 2 μm.

### Transcriptome Analysis of the *BnA9::BnaC.MAGL8.a* Flower Buds

To assess the genes associated with male sterility in the *BnA9::BnaC.MAGL8.a* plants, transcriptome analysis was performed with young flower buds (stage 6–9) from the wild type and transgenic plants. In addition to *BnaC.MAGL8.a*, 397 differentially expressed genes (DEGs) were identified, composing 157 up-regulated genes and 240 down-regulated genes (Supplementary Table S5). 

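Young flower buds with anthers of stages 6 to 9 were sampled from 3 wild type and 3 transgenic biological replicates grown at 23 °C with 16 h light and 8 h dark. In the transgenic plants the BnA9 promoter, which is active in the tapetum, drives the rapeseed monoacylglycerol lipase gene BnaC.MAGL8.a. The sources used here do not say how many plants each replicate holds or at what hour it was taken, so the p-values measure the spread between these 6 samples. The paper's methods do not say whether the 3 transgenic replicates come from 1 transgenic line or from several. The authors sequenced the libraries, mapped the reads with Hisat2 to the Arabidopsis genome with the coding sequence of BnaC.MAGL8.a added, and counted them per gene. The deposited values are counts per gene, in which the transgene is 1 entry beside the Arabidopsis genes. The wild type libraries held 14729927, 13929718 and 13556715 counts, and the transgenic libraries 13519945, 13967184 and 13582905. Levels are given as CPM after TMM normalization, and the genotypes were compared with edgeR's quasi-likelihood test for the 18642 genes that passed its filter on low counts. A gene or list is said to have changed where its adjusted p (Benjamini-Hochberg) lay under 0.05, and the study's own threshold was an unadjusted p under 0.01. The 28 gene lists were written from general knowledge and the paper before the counts were examined, but after the values in the study's tables on these samples had been read, and were tested with limma's camera.
The clock genes set the libraries apart within each genotype. LATE ELONGATED HYPOCOTYL (LHY), a morning gene of the circadian clock, stood at 1.03, 0.150 and 32.4 CPM in wild type replicates 1, 2 and 3 and at 2.48, 6.48 and 0.143 CPM in transgenic replicates 1, 2 and 3. TIMING OF CAB EXPRESSION 1 (TOC1), an evening gene, stood at 70.7, 88.8 and 23.3 CPM in the wild type and at 51.0, 43.0 and 101 CPM in the transgenic replicates. Between the genotypes the 12 clock genes did not pass the test (median log2 fold change -0.17, direction up by camera, adjusted p = 0.968). The first principal component, with 34.3% of the variance, placed wild type replicates 1 and 2 and transgenic replicate 3 on one side (-34.6, -39.2 and -26.2) and wild type replicate 3 and transgenic replicates 1 and 2 on the other (46.1, 23.3 and 30.6).

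**Figure D1:**
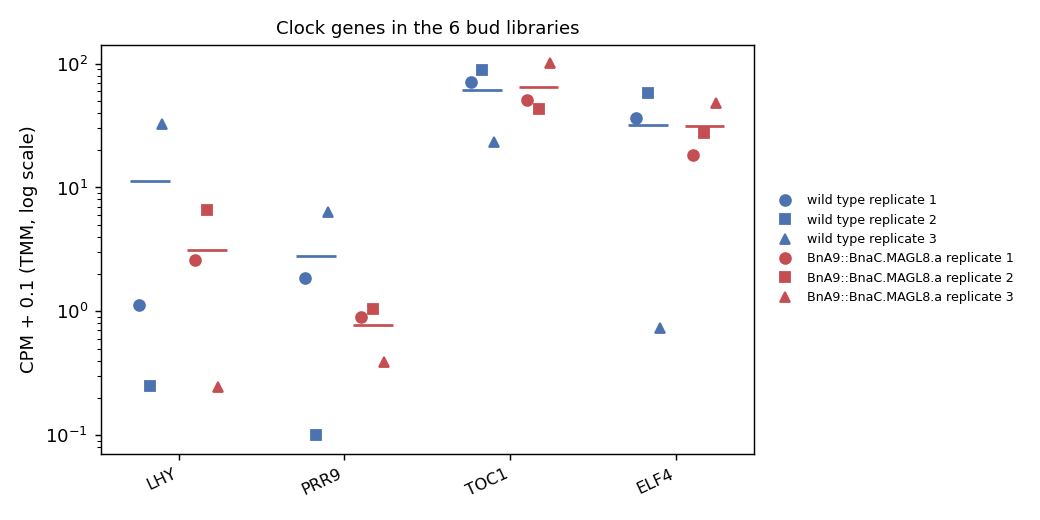
Levels of the clock genes LHY, PRR9, TOC1 and ELF4 in the 6 bud libraries, as CPM plus 0.1 on a log scale. Blue points are wild type and red points transgenic replicates 1 (circle), 2 (square) and 3 (triangle), and the horizontal line is the mean of 3. LHY stands at 32.4 CPM in wild type replicate 3 and at 0.143 CPM in transgenic replicate 3.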

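BnaC.MAGL8.a had 0 counts in each wild type library and 5552, 853 and 9594 counts in transgenic replicates 1, 2 and 3. Its level in the transgenic buds, 398 ± 315 CPM (SD, n = 3), was at least 1766-fold higher than the wild type level that a floor of 3 counts per library allows, and the lowest transgenic library lay at least 276-fold higher. Low counts were mostly even, and if both mates of a read pair were counted, a floor of 3 pairs would lower both bounds. The transgenic libraries differed 11.0-fold among themselves, and the transgene had an adjusted p = 0.281 by edgeR. It was called without transgenic replicate 2 (adjusted p = 0.0036), with DESeq2 (1.8e-12) and with the score of the clock genes as a covariate, an alternative added after the data were seen (0.038), and over 16 alternatives its adjusted p ran from 1.8e-12 to 0.703. Of the Arabidopsis genes, 2 rose and 1 fell. The class III peroxidase genes PRX15 and PRX49, whose products polymerize phenolic compounds in the cell wall, rose. ISOCITRATE LYASE (ICL; AT3G21720, chromosome 3, 7652487 to 7656053 of TAIR10.1), an enzyme of the glyoxylate cycle that turns carbon from fatty acids to sugar synthesis, fell from 63.2 ± 16.6 CPM (SD, n = 3) in the wild type to 7.77 ± 3.35 CPM (SD, n = 3). This is a log2 fold change of -3.03 (standard error 0.32, adjusted p = 0.044 from edgeR).
Besides the transgene, 268 genes passed the study's threshold, 110 higher and 158 lower in the transgenic buds. With the transgene counted, 1275 genes had an unadjusted p under 0.05. If no gene had changed, a share of about 0.01 of the 18642 genes tested would pass the study's threshold by chance. A share of about 0.05 would have an unadjusted p under 0.05. A large part of the 268 and of the 1275 genes can therefore be chance passes. Of the 268 genes, 261 were among the 397 genes of Supplementary Table S5 and had the same direction there. Of the 372 genes of that table that were tested, every one had the table's direction, and the 3 libraries of one genotype lay above all 3 of the other for 131 of the higher and 196 of the lower genes, where chance gives 10% of genes. That list was chosen on these samples and is not independent evidence. The call of ICL was lost in 12 of 17 alternatives, among them those without wild type replicate 1 (adjusted p = 0.146) or 2 (0.237), without transgenic replicate 1 (0.07), 2 (0.074) or 3 (0.206), with voom (0.058) and with robust empirical Bayes (0.130). Its adjusted p by edgeR, voom or DESeq2 ran from 1.5e-16 to 0.711, the latter with a replicate block, and its log2 fold change from -3.37 to -2.74. The 3 calls became 0 without wild type replicate 1 or 2, 5 without wild type replicate 3, 1 without transgenic replicate 1, 62 with DESeq2, the transgene among them, and 0 with voom. Without wild type replicate 1 or 2, 750 and 1650 genes had an unadjusted p under 0.05 by edgeR, and with voom 1736. The 268 became 123, 515 and 145 without wild type replicate 1, wild type replicate 3 and transgenic replicate 2, and the 261 became 102, 145 and 113 without wild type replicate 1 and transgenic replicates 1 and 2.

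**Figure D2:**
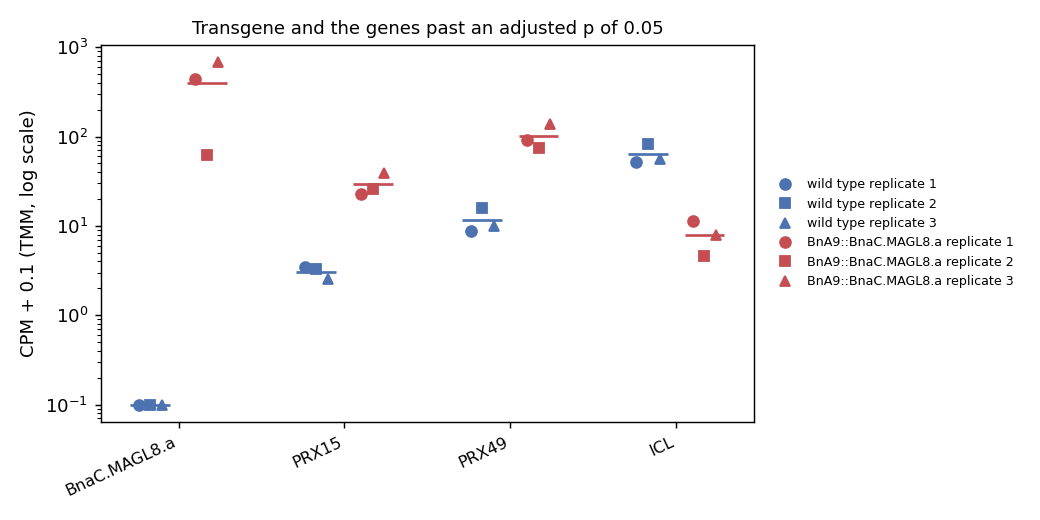
Levels of the transgene, PRX15, PRX49 and ICL in the 6 bud libraries, as CPM plus 0.1 on a log scale, with wild type in blue, transgenic in red, and circles, squares and triangles for replicates 1, 2 and 3. The horizontal line is the mean of 3 libraries. The transgene is at 0 in every wild type library, and for each of the other genes the 3 libraries of one genotype lie apart from those of the other.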

The result of transcriptome analysis was validated with real-time PCR conducted on 6 selected genes (Supplementary Figure S5). Then, the DEGs were annotated with GO and MAPMAN (Berardini et al., 2004; Thimm et al., 2004). 

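Among lists of stress genes, the 6 heat shock genes tested did not pass the test (median log2 fold change -0.11, adjusted p = 0.968 by limma's camera). The 7 genes of the salicylate response, which act in defense against pathogens, did not pass it either (median -0.24, camera adjusted p = 0.968). Genes that answer within minutes to touch and wounding, such as WRKY40 and DDF1, stood lower as a group, at 14 of 17 members. The libraries of each genotype went both ways, with list means on the log2 scale of 0.87, 0.69 and -0.51 in wild type replicates 1, 2 and 3 and of -0.21, -1.63 and 0.79 in transgenic replicates 1, 2 and 3. Their camera adjusted p = 0.0025 became 0.683 with an estimated correlation, 0.076 without wild type replicate 2 and 0.485 without transgenic replicate 2, and ran from 6.0e-07 to 0.683 over 17 alternatives. Of the 17 members, 3 are in Supplementary Table S5, which was chosen on these samples.
Among lists of developmental genes, the 7 regulators of floral organ identity had a median of -0.01 and the 5 meristem genes a median of -0.15, with the direction up for the meristem list (adjusted p = 0.968 for both by camera). Of the 10 carpel and ovule genes, 7 were higher and 3 lower (median 0.17, camera adjusted p = 0.408), and the lowest was SEEDSTICK, a regulator of ovule identity, at -0.94 (standard error 0.35). Of 22 genes of green tissue, which encode photosynthetic proteins, 19 were higher, at a median of 0.15 (camera adjusted p = 0.056). The mean of the green tissue genes differed between transgenic replicates 1 (0.49 on the log2 scale), 2 (0.25) and 3 (-0.62). The green tissue list was called without wild type replicate 3 (adjusted p = 0.021), without transgenic replicate 3 (3.4e-06), with DESeq2 (0.0072), with voom (0.019) and with the added clock covariate (0.011), and its adjusted p by camera ran from 3.4e-06 to 0.944 over 17 alternatives. None of these 7 lists had a member called over all genes by edgeR, and DESeq2 called DDF1 alone. Adjusted over the list alone, edgeR called 2 genes of the touch and wound list and 0 of the others, and 4 genes of that list and SEEDSTICK had an unadjusted p under 0.05. The gene ontology terms behind Table 1 were not used here.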

GO enrichment analysis showed that up-regulated genes were mainly enriched in response to stress, while down-regulated genes were mainly involved in developmental processes (Table 1). 

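Genes of glucosinolate synthesis stood higher in the transgenic buds as a group. Of 22 genes tested, 20 were higher and 2 lower, with a median log2 fold change of 0.63 (adjusted p = 6.5e-08 by limma's camera, 0.130 with an estimated correlation). CYP83A1, which oxidizes aldoximes from methionine, lay at 11.6 ± 1.71 CPM (SD, n = 3) in the wild type and 25.0 ± 5.43 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of 1.11 (standard error 0.21, adjusted p = 0.353 by edgeR). IPMI2, a subunit of the isomerase of methionine chain elongation, had a log2 fold change of 1.64 (standard error 0.29). FMOGS-OX3, a monooxygenase that oxidizes the side chain, had 2.32 (standard error 0.60), and the sulfotransferase gene SOT18 had 0.62 (standard error 0.18). No gene of the list was called over all genes by edgeR and 2, CYP83A1 and IPMI2, were called by DESeq2. By edgeR 9 higher and 1 lower genes had an unadjusted p under 0.05, and 6 were called when adjusted over the list alone. Of the 29 genes listed, 8 are in Supplementary Table S5.
Of the 3 glucosinolate genes of Supplementary Table S6, CYP79B2, which forms the aldoxime of tryptophan, had a log2 fold change of 0.87 (standard error 0.33). METHYLTHIOALKYLMALATE SYNTHASE 1 (MAM1) was below the filter on low counts, at 0.247 ± 0.219 CPM (SD, n = 3) in the wild type and 1.63 ± 0.883 CPM (SD, n = 3) in the transgenic buds. The pathway annotation behind Table 2 was not used here.

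**Figure D3:**
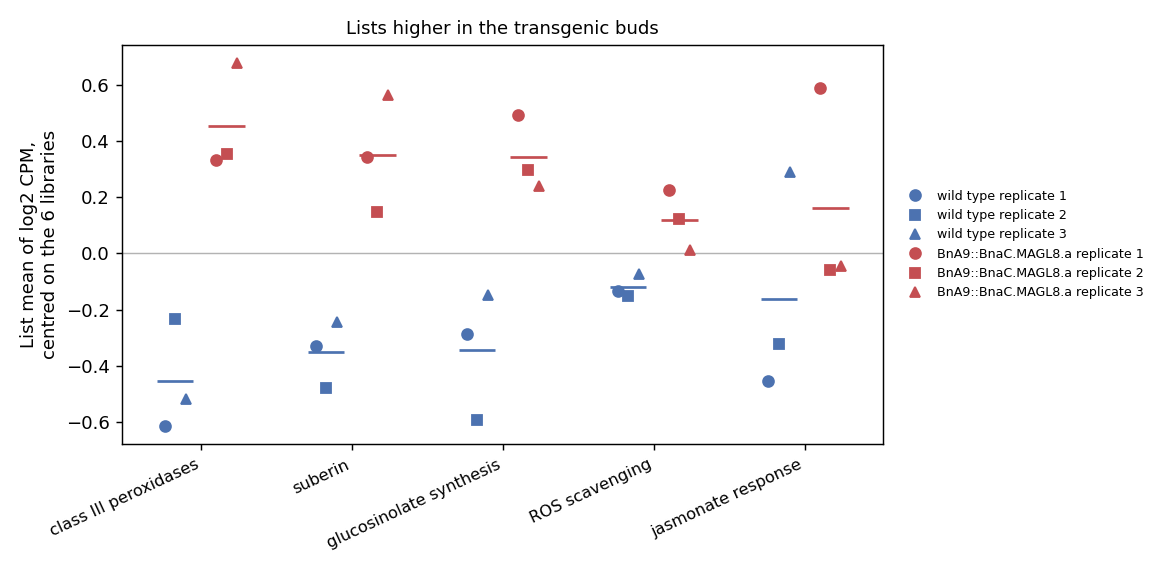
Mean log2 CPM of 5 gene lists in each library, centred on the 6 libraries, for class III peroxidases, suberin, glucosinolate synthesis, ROS scavenging and the jasmonate response. Blue points are wild type and red points transgenic replicates 1 (circle), 2 (square) and 3 (triangle), with the mean of 3 as a horizontal line. For the first 4 lists the 3 transgenic libraries lie above the 3 wild type libraries, and for the jasmonate response transgenic replicate 1 lies highest, at 0.59.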

KEGG pathway enrichment analysis indicated that the DEGs were mainly localized in four pathways: biosynthesis of secondary metabolites, glucosinolate biosynthesis, phenylpropanoid biosynthesis and 2-oxocarboxylic acid metabolism (Table 2).

**Table 1:** Gene Ontology classification of DEGs.

GO term Biological process	Number of differentially expressed genes		
	Total	Down-regulated	Up-regulated
Response to stress	86	41	45
Response to abiotic or biotic stimulus	75	35	40
Developmental processes	58	44	14
Cell organization and biogenesis	53	34	19
Protein metabolism	47	33	14
Transcription, DNA-dependent	44	31	13
Transport	40	25	15
Signal transduction	30	23	7
DNA or RNA metabolism	6	5	1
Electron transport or energy pathways	6	2	4
Other cellular processes	202	121	81
Other metabolic processes	192	114	78
Other biological processes	66	34	32
Unknown biological processes	61	40	21

**Table 2:** Enriched KEGG pathways for differentially expressed genes.

	KEGG_ID	Pathway name	Count	Total	%	Fold enrichment	*P*-value
Up regulated	ath01110	Biosynthesis of secondary metabolites	20	38	12.99	2.34	0.0001
	ath00966	Glucosinolate biosynthesis	3	38	1.95	31.47	0.0037
	ath00940	Phenylpropanoid biosynthesis	6	38	3.90	4.81	0.0067
	ath01210	2-Oxocarboxylic acid metabolism	4	38	2.60	6.81	0.0189
Down regulated	ath00940	Phenylpropanoid biosynthesis	6	38	2.50	4.81	0.0067

Notably, six up-regulated genes and six down-regulated genes are involved in the phenylpropanoid biosynthesis pathway (Supplementary Table S6 and Supplementary Figure S6). 

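All 12 genes had the direction the study gives, 6 higher and 6 lower in the transgenic buds. At an unadjusted p under 0.01, 8 passed, 6 of them higher and 2 lower, and the 3 libraries of one genotype lay above all 3 of the other for 6 of the higher and 4 of the lower genes (10% by chance). The largest fall in value was that of the beta-glucosidase gene AT3G47040, with a log2 fold change of -2.10 (standard error 0.55). Its level was low, at 1.44 ± 0.473 CPM (SD, n = 3) in the wild type and 0.323 ± 0.0333 CPM (SD, n = 3) in the transgenic buds. Transgenic replicates 1, 2 and 3 held 4, 4 and 5 counts. The cinnamyl alcohol dehydrogenase genes CAD2 and CAD3, from the family that reduces aldehydes to monolignols, had log2 fold changes of -0.74 (standard error 0.22) and -0.98 (standard error 0.32). The other 3 lower genes were CYP98A8, TSM1 and the beta-glucosidase gene ATA27. Over all genes tested, 2 of the 12 were called by edgeR, and all 12 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. The 8 genes became 5 without wild type replicate 1, 5 without transgenic replicate 2 and 5 without transgenic replicate 3, and 12 with DESeq2.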

The up-regulated genes are *PEROXIDASE 15* (*PRX15*), *PRX22*, *PRX49*, *PRX52*, *PRX72*, and *AT5G20940* (glycosyl hydrolase family protein). 

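PRX15 (AT2G18150, chromosome 2, 7892034 to 7893709 of TAIR10.1) rose from 2.98 ± 0.477 CPM (SD, n = 3) to 29.1 ± 8.66 CPM (SD, n = 3), a log2 fold change of 3.28 (standard error 0.27, adjusted p = 0.019 by edgeR). PRX49 (AT4G36430, chromosome 4, 17204385 to 17206033) rose from 11.4 ± 3.73 CPM (SD, n = 3) to 102 ± 33.2 CPM (SD, n = 3), a log2 fold change of 3.16 (standard error 0.30, adjusted p = 0.026 by edgeR). PRX72 lay at 1.19 ± 0.208 CPM (SD, n = 3) in the wild type and 7.53 ± 2.91 CPM (SD, n = 3) in the transgenic buds, with a log2 fold change of 2.67 (standard error 0.39, adjusted p = 0.281 by edgeR). PRX22 lay at 0.136 ± 0.129 CPM (SD, n = 3) in the wild type and 2.52 ± 1.73 CPM (SD, n = 3) in the transgenic buds. Its log2 fold change of 4.11 (standard error 0.83, adjusted p = 0.353 by edgeR) rests on 4, 2 and 0 counts in wild type replicates 1, 2 and 3. PRX52 had a log2 fold change of 2.06 (standard error 0.58). AT5G20940, the glycosyl hydrolase gene, had a log2 fold change of 0.68 (standard error 0.20). For each of these 6 genes, which the study chose on these samples, the 3 transgenic libraries lay above the 3 wild type libraries (10% by chance in either direction). PRX15 shares 6.42% of its stretches of 50 bases with its neighbor PRX14, which lay at 0.0534 ± 0.0925 CPM (SD, n = 3) in the transgenic buds, and PRX22 shares 1.42% with PRX23, so these counts are partly uncertain.
The call of PRX15 was lost without wild type replicate 1 (adjusted p = 0.146) or 2 (0.129) and with voom (0.069), and its adjusted p by edgeR, voom or DESeq2 ran from 1.3e-23 to 0.311 over 17 alternatives. That of PRX49 was lost without wild type replicate 1 (adjusted p = 0.146) or 2 (0.088), without transgenic replicate 1 (0.079), with voom (0.058) and with robust empirical Bayes (0.076), over a range of 1.7e-22 to 0.413. Their log2 fold changes ran from 3.02 to 3.44 and from 2.87 to 3.45.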

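The class III peroxidases stood higher in the transgenic buds as a group. Of 33 genes listed, 20 were tested, of which 18 were higher and 2 lower, at a median log2 fold change of 0.39 (adjusted p = 6.5e-08 by limma's camera, 0.130 with an estimated correlation). PRX9, a peroxidase needed with PRX40 for the integrity of the tapetum, was one of the 2 lower genes. PRX15 and PRX49 were called by edgeR over all genes, and 5 genes were called when adjusted over the list alone. These 5, PRX15, PRX22, PRX49, PRX52 and PRX72, are also the members of Supplementary Table S5. The 3 transgenic libraries lay above the 3 wild type libraries for 7 of the 20 genes, and lay below them for 1 (10% by chance). The list mean on the log2 scale was 0.45 ± 0.19 (SD, n = 3) in the transgenic and -0.45 ± 0.20 (SD, n = 3) in the wild type buds, centred on the 6 libraries.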

*PRX49*, *PRX52*, and *PRX72* participate in lignin synthesis progress and their up-regulated expression suggested an enhancement in lignin formation (Herrero et al., 2013a,b; Fernandez-Perez et al., 2015a,b). *CYP98A8* and *TAPETUM-SPECIFIC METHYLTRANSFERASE 1* (*TSM1*) are involved in spermidine synthesis, which is an important constituent for the pollen wall. The down-regulation of *CYP98A8* and *TSM1* in transgenic plants indicated that the phenylpropanoid polyamine conjugates synthesis was repressed in the transgenic plants.

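CYP98A8 (AT1G74540, chromosome 1, 28013180 to 28015049 of TAIR10.1), a cytochrome P450 that hydroxylates the phenolic part of spermidine conjugates, lay at 584 ± 175 CPM (SD, n = 3) in the wild type and 346 ± 92.2 CPM (SD, n = 3) in the transgenic buds. Its log2 fold change was -0.76 (standard error 0.27, adjusted p = 0.720 by edgeR). TSM1 (AT1G67990, chromosome 1, 25489455 to 25490867), a methyltransferase of the tapetum, lay at 1162 ± 38.5 CPM (SD, n = 3) in the wild type and 779.8 ± 216 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of -0.58 (standard error 0.21, adjusted p = 0.720 by edgeR). Each wild type library lay above every transgenic library for TSM1 but not for CYP98A8. SHT, the acyltransferase that joins hydroxycinnamic acids to spermidine, had a log2 fold change of -0.44 (standard error 0.23), and CYP98A9, a paralog of CYP98A8, of -0.48 (standard error 0.38).
As a group these 4 genes stood lower, at a median of -0.53 (adjusted p = 0.02 by limma's camera, 0.594 with an estimated correlation). None was called over all genes by edgeR or DESeq2, 2 had an unadjusted p under 0.05, and CYP98A8 and TSM1 were called when adjusted over the list alone. These 2 of the 4 genes are in Supplementary Table S5 and were known to be lower, so the list is not independent evidence. The call was lost without wild type replicate 1 (adjusted p = 0.105) or 2 (0.211) and without transgenic replicate 2 (0.129), over a range of 4.9e-04 to 0.594 in 17 alternatives. The list mean was lower in wild type replicate 3 (-0.25 on the log2 scale) than in wild type replicates 1 (0.50) and 2 (0.53).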

Phenylpropanoid biosynthesis and glucosinolate biosynthesis are regulated by jasmonates signals as wound responses (Gaquerel et al., 2014; Wasternack and Strnad, 2019). 

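VEGETATIVE STORAGE PROTEIN1 (VSP1; AT5G24780, chromosome 5, 8507590 to 8509201 of TAIR10.1), an acid phosphatase that stores nitrogen, lay at 5319 ± 754 CPM (SD, n = 3) in the wild type and 8987 ± 634 CPM (SD, n = 3) in the transgenic buds. Its log2 fold change was 0.76 (standard error 0.26, adjusted p = 0.720 by edgeR, not past the study's threshold), and its 3 transgenic libraries lay above its 3 wild type libraries. Of the 15 genes of the jasmonate response that were tested, 12 were higher and 3 lower, at a median log2 fold change of 0.23. CORI3, a transaminase gene induced by coronatine, a mimic of jasmonate, lay at 244 ± 57.5 CPM (SD, n = 3) in the wild type and 532 ± 233 CPM (SD, n = 3) in the transgenic buds. THI2.1, a thionin gene, had a log2 fold change of 1.33 (standard error 0.54), and VSP2, the paralog of VSP1, of 0.51 (standard error 0.35).
As a group the list stood higher (adjusted p = 0.027 by limma's camera, 0.683 with an estimated correlation). Over all genes edgeR called 0 of its members, 3 had an unadjusted p under 0.05, and 0 were called when adjusted over the list alone. Of the 19 genes listed, 2 are in Supplementary Table S5, which was chosen on these samples. With DESeq2, VSP1 alone was called (adjusted p = 0.0053). The list was not called without wild type replicate 1 (adjusted p = 0.400), wild type replicate 2 (0.217) or transgenic replicate 1 (0.673), nor with a replicate block (0.051). Its adjusted p by camera ranged from 1.2e-04 to 0.683 in 17 alternatives.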

*VEGETATIVE STORAGE PROTEIN1* (*VSP1*), a jasmonates response gene, was induced in transgenic plants. We compared our DEGs list with jasmonates regulated genes (JRGs) and 12-oxo-phytodienoic acid (OPDA) regulated genes (ORGs) (Taki et al., 2005). 

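The 26 jasmonate-regulated genes that the study lists were all tested, of which 23 were higher and 3 lower in the transgenic buds, at a median log2 fold change of 0.85. At an unadjusted p under 0.01, 15 passed, of which 12 were higher. The 3 libraries of one genotype lay above all 3 of the other for 20 of the higher and 3 of the lower genes (10% by chance). ACR7, which encodes an ACT domain protein, was the lowest at a log2 fold change of -1.19 (standard error 0.34). Of the 5 genes listed as regulated by OPDA, the precursor of jasmonate, 1 was higher and 4 were lower, and the 4 lower genes passed the study's threshold. The pair AT3G28290 and AT3G28300 are near-identical copies, and their counts are uncertain. Over all genes edgeR called no gene of either list and DESeq2 called 3 and 1, while all 26 and all 5 had an unadjusted p under 0.05 and were called when adjusted over the list alone. The study chose both lists on these samples, so that count is not independent evidence.
The 15 genes became 4 and 8 without wild type replicates 1 and 2, 6 without transgenic replicate 1, and 26 with DESeq2. The 4 genes regulated by OPDA became 2 and 1 without wild type replicates 1 and 2 and 2 and 1 without transgenic replicates 1 and 2, and 5 with DESeq2.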

In total, 26 JRGs and five ORGs were differentially expressed in the transgenic plants (Supplementary Table S7). Of the 26 JRGs, 23 were also induced in wound response (Taki et al., 2005). Moreover, 11 of them were up-regulated in jasmonates treated stage 12 flowers (Supplementary Table S7) (Mandaokar et al., 2006). 

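In Supplementary Table S7, 12 genes carry a mark for induction in jasmonate-treated flowers of stage 12. All 12 were higher in the transgenic buds, at log2 fold changes from 0.46 to 1.45 with a median of 0.74, and 6 passed the study's threshold. For 11 of them the 3 transgenic libraries lay above the 3 wild type libraries (10% by chance in either direction). Over all genes edgeR called none of them and DESeq2 2, and all 12 had an unadjusted p under 0.05. The 6 genes became 1 without wild type replicate 1, 2 without wild type replicate 2, 1 without transgenic replicate 1 and 12 with DESeq2. These genes were chosen on the same samples and are not independent evidence.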

Based on this result, we propose that jasmonates, instead of OPDA, induced stress response in the transgenic plants.

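The genes of jasmonate synthesis themselves went both ways. Of 15 tested, 8 were higher and 7 lower, at a median log2 fold change of 0.18 (adjusted p = 0.544 by limma's camera). LOX2, the lipoxygenase that makes jasmonate after wounding of leaves, had a log2 fold change of 0.61 (standard error 0.21), and the allene oxide cyclase gene AOC4 of 0.53 (standard error 0.16). LOX4, a lipoxygenase that acts in flowers with LOX3, had -0.75 (standard error 0.30), and OPCL1, which activates the reduced product of OPDA for beta-oxidation, had -0.56 (standard error 0.24). Over all genes edgeR and DESeq2 called 0 of the 15, edgeR called 0 when adjusted over the list alone, and 4 had an unadjusted p under 0.05. The mean of the list lay at 0.55 on the log2 scale in wild type replicate 3 and at -0.35 and -0.42 in wild type replicates 1 and 2. The list was called as higher by camera without wild type replicate 3 (adjusted p = 0.0084) and with the added clock covariate (0.039), over a range of 0.0084 to 0.957 in 17 alternatives.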

Reactive oxygen species homeostasis genes showed altered expression in the transgenic plants. 

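Genes of ROS scavenging stood higher in the transgenic buds as a group. Of 31 genes tested, 25 were higher and 6 lower, at a median log2 fold change of 0.17 (adjusted p = 1.8e-04 by limma's camera, 0.173 with an estimated correlation). The list mean on the log2 scale was 0.12 ± 0.11 (SD, n = 3) in the transgenic and -0.12 ± 0.04 (SD, n = 3) in the wild type buds. Over all genes edgeR called no gene of the list and DESeq2 called FER4, and 5 had an unadjusted p under 0.05. Adjusted over the list alone, 4 genes were called as higher, the ferritin genes FER1, FER3 and FER4 and the peroxiredoxin gene TPX2. Of the 32 genes listed, 5 are in Supplementary Table S5.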

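All 19 genes of Supplementary Table S8 were tested, and 16 were higher and 3 lower, at log2 fold changes from -1.33 to 4.11. At the study's threshold 16 passed, 14 of them higher and 2 lower. The 3 libraries of one genotype lay above all 3 of the other for 15 of the higher and 2 of the lower genes (10% by chance). The list holds the peroxidase genes PRX15 and PRX49, which were the 2 genes called over all genes by edgeR. Adjusted over the list alone, all 19 were called, which is not independent evidence because the study chose the genes on these samples. The 16 genes became 8 without wild type replicate 1, 10 without transgenic replicate 2 and 19 with DESeq2.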

19 ROS homeostasis genes were differentially expressed in the transgenic plants, and only three of them were down-regulated (Supplementary Table S8). 

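FER1, FER3 and FER4 encode ferritins, which store iron in plastids. FER1 lay at 395 ± 135 CPM (SD, n = 3) in the wild type and 740.2 ± 104 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of 0.90 (standard error 0.25, adjusted p = 0.641 by edgeR). FER3 lay at 133 ± 22.9 and 215 ± 28.6 CPM (SD, n = 3 each), and FER4 at 78.0 ± 11.2 and 127 ± 15.1 CPM (SD, n = 3 each). TPX2 (AT1G65970), a peroxiredoxin that reduces peroxides, lay at 0.981 ± 0.182 CPM (SD, n = 3) in the wild type and 3.35 ± 0.941 CPM (SD, n = 3) in the transgenic buds. The log2 fold changes were 0.69 for FER3 (standard error 0.17), 0.70 for FER4 (standard error 0.15) and 1.77 for TPX2 (standard error 0.40). The glutaredoxin gene GRXS5 (AT4G15690) had 1.2 (standard error 0.32) and the iron superoxide dismutase gene FSD1 had 0.61 (standard error 0.24).
Of these 6 genes, which the study chose on these samples, 5 passed the study's threshold, all but FSD1, and the same number had all 3 transgenic libraries above the wild type libraries (10% by chance in either direction). None was called over all genes by edgeR, though all 6 had an unadjusted p under 0.05, and FER4 had an adjusted p = 0.048 with DESeq2. The 5 genes became 3 without wild type replicate 1, wild type replicate 2, transgenic replicate 1 or transgenic replicate 2.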

Six ROS scavengers were up-regulated, including *FERRITIN 1* (*FER1*), *FER3*, *FER4*, *GLUTAREDOXIN 5*, *THIOREDOXIN-DEPENDENT PEROXIDASE 2* (*TPX2*), and *FE SUPEROXIDE DISMUTASE 1* (Mittler et al., 2004). *FER1*, *FER3*, and *FER4* function as a link between iron homeostasis and oxidative stress (Briat et al., 2010). As free iron induces harmful free radical production via the Fenton reaction, ferritins reduce ROS production by binding free irons in the cytoplasm (Ravet et al., 2009). *GLUTATHIONE S-TRANSFERASE PHI 9* and *GLUTATHIONE S-TRANSFERASE TAU 20* also reduce ROS levels (Noctor et al., 2011). 

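Glutathione S-transferases join glutathione to reactive compounds, and GSTF9 and GSTU20 also act in glucosinolate synthesis. GSTF9 lay at 421 ± 48.9 CPM (SD, n = 3) in the wild type and 661 ± 152 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of 0.65 (standard error 0.20, adjusted p = 0.690 by edgeR). GSTU20 lay at 139.7 ± 10.1 CPM (SD, n = 3) in the wild type and 197 ± 5.51 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of 0.50 (standard error 0.12, adjusted p = 0.597 by edgeR). For both genes the 3 transgenic libraries lay above the 3 wild type libraries.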

The up-regulation of ROS scavenger genes suggested an unbalanced ROS homeostasis and activated ROS response in the transgenic plants.

Histology analysis indicated that pollen wall development was impaired in the transgenic plants. Consistent with this, 21 down regulated genes are among the 98 genes essential for pollen wall development (Table 3; Xu et al., 2014). 

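All 21 genes of Table 3 were tested and were lower in the transgenic buds, at log2 fold changes from -1.61 to -0.58 with a median of -0.93. CYP86C2, a cytochrome P450 of the family that hydroxylates fatty acids, had the lowest log2 fold change, at -1.61 (standard error 0.41). The cytochrome P450 gene CYP705A24 had -1.54 (standard error 0.51) and the sugar transporter gene SWEET3 had -1.37 (standard error 0.47). AT4G14815, a lipid transfer protein gene, had -1.27 (standard error 0.23). At an unadjusted p under 0.01, 11 of the 21 passed, and each wild type library lay above every transgenic library for 13 (10% by chance in either direction). None of the 21 was called over all genes by edgeR and 5 were called by DESeq2, and all 21 had an unadjusted p under 0.05. Adjusted over the list alone all 21 were called, which is not independent evidence because the study chose the genes on these samples. The 11 genes became 6 without wild type replicate 1, 17 without wild type replicate 3, 7 without transgenic replicate 2 and 21 with DESeq2.
The lists of other stages did not pass the test. The 4 meiosis genes tested had a median of -0.39 (adjusted p = 0.217 by limma's camera). Of the 7 late pollen genes tested, 6 were lower, at a median of -0.31 (camera adjusted p = 0.056), and MYB97, a transcription factor of the pollen tube, had -1.98 (standard error 0.63). The late pollen list was called without wild type replicate 3 (adjusted p = 0.004), with DESeq2 (0.043) and with the added clock covariate (0.019), over a range of 0.004 to 0.839 by camera in 17 alternatives. No gene of either list was called over all genes by edgeR or DESeq2, 0 were called when adjusted over the list alone, and MYB97 had an unadjusted p under 0.05.

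**Figure D4:**
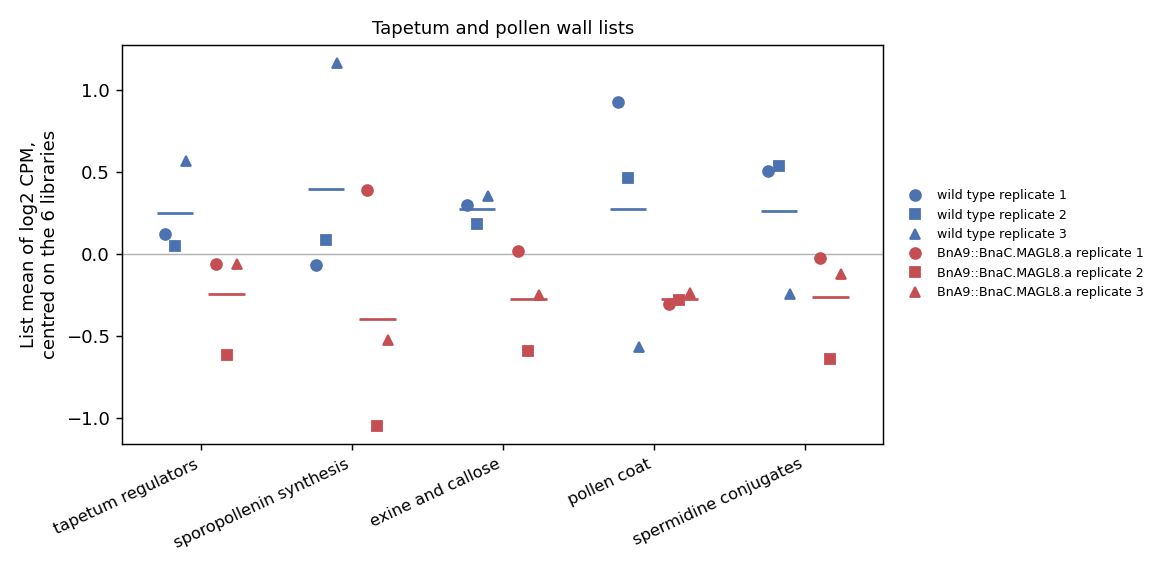
Mean log2 CPM of 5 gene lists of the tapetum and pollen wall in each library, centred on the 6 libraries. Blue points are wild type and red points transgenic replicates 1 (circle), 2 (square) and 3 (triangle), and the horizontal line is the mean of 3. Wild type replicate 3 lies highest for sporopollenin synthesis, at 1.16, and lowest for the pollen coat, at -0.57.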

As a master regulator in pollen wall formation, AMS directly associate with the promoters of *QUARTET3* (*QTR3*), *3-KETOACYL-COA SYNTHASE7* (*KCS7*), *KCS21*, *CYP98A8*, *CYP704B1*, and *EXTRACELLULAR LIPASE 5* (*EXL5*) (Xu et al., 2014). In the *BnA9::BnaC.MAGL8.a* plants, *AMS* and its six down-stream genes were down-regulated (Table 3). Moreover, *AMS*, working with *MS188*, regulates eight sporopollenin biosynthesis genes during pollen wall formation, including *ACOS5*, *CYP703A2*, *CYP704B1*, *MS2*, *POLYKETIDE SYNTHASE A* (*PKSA*), *PKSB*, *TETRAKETIDE α-PYRONE REDUCTASE1* (*TKPR1*), and *TKPR2* (Wang et al., 2018). 

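AMS (AT2G16910, chromosome 2, 7331721 to 7334254 of TAIR10.1), the bHLH transcription factor of tapetum development, lay at 84.2 ± 10.8 CPM (SD, n = 3) in the wild type and 49.3 ± 9.98 CPM (SD, n = 3) in the transgenic buds. Its log2 fold change was -0.77 (standard error 0.18, adjusted p = 0.565 by edgeR), and each wild type library lay above every transgenic library. QRT3, a polygalacturonase that separates the microspores of a tetrad, lay at 179 ± 18.1 CPM (SD, n = 3) in the wild type and 97.3 ± 29.1 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of -0.88 (standard error 0.21). KCS7 and KCS21, which elongate fatty acids, had log2 fold changes of -0.91 (standard error 0.23) and -0.58 (standard error 0.17). Of the 6 target genes, which the paper names from its list of these samples, 6 were lower, 4 passed the study's threshold, and 3 had every wild type library above every transgenic library (10% by chance in either direction). Neither edgeR nor DESeq2 called any of the 6 over all genes, and all 6 had an unadjusted p under 0.05. The 4 genes became 1 without wild type replicate 1, 2 without transgenic replicate 1, 2 or 3, and 6 with DESeq2.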

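The sporopollenin genes ACOS5, CYP703A2, CYP704B1, MS2, PKSA, PKSB, TKPR1 and TKPR2 encode enzymes that turn fatty acids into sporopollenin precursors, and all 8 were lower in the transgenic buds. Their log2 fold changes ran from -1.55 for CYP704B1 to -0.45 for CYP703A2, with a median of -0.71. CYP704B1 (AT1G69500, chromosome 1, 26123940 to 26126057 of TAIR10.1) lay at 32.3 ± 24.3 CPM (SD, n = 3) in the wild type and 11.1 ± 5.23 CPM (SD, n = 3) in the transgenic buds (standard error of the log2 fold change 0.53, adjusted p = 0.720 by edgeR). The acyl-CoA synthetase gene ACOS5 had -0.96 (standard error 0.49), the reductase gene TKPR1 -0.72 (standard error 0.43) and the polyketide synthase gene PKSA -0.70 (standard error 0.36). For none of the 8 did the libraries of the genotypes lie apart. The mean of the 8 genes on the log2 scale was 1.16 in wild type replicate 3 and -0.07 and 0.09 in wild type replicates 1 and 2, against 0.39, -1.05 and -0.52 in transgenic replicates 1, 2 and 3.
As a group the 8 genes stood lower (adjusted p = 0.0033 by limma's camera, 0.683 with an estimated correlation). Of the 8, 0 were called over all genes by edgeR or DESeq2 and 0 when adjusted over the list alone, and CYP704B1 had an unadjusted p under 0.05 but not under the study's threshold. The paper had already reported lower values for all 8 in these samples, so the list is not independent evidence. Without wild type replicate 3 (adjusted p = 0.147) or transgenic replicate 2 (0.129) the list was not called, over a range of 3.1e-06 to 0.683 in 17 alternatives. Of the 13 genes of Supplementary Table S9, 12 were tested and all were lower, and 1, bHLH091, passed the study's threshold and was called when adjusted over the list alone. This count was 0 without wild type replicate 1 or transgenic replicate 2, 2 without wild type replicate 2 or transgenic replicate 3, and 3 without transgenic replicate 1.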

According to transcriptome analysis result, only *CYP704B1* was significantly down-regulated, but all of them tend to express at lower levels in the *BnA9::BnaC.MAGL8.a* transgenic plants (Supplementary Table S9). Real-time PCR indicated that all of the eight genes were differentially expressed in the wild type and transgenic plants. *CYP703A2*, *PKSA*, and *TKPR1* were up-regulated and *CYP704B1*, *ACOS5*, *MS2*, *PKSB*, and *TKPR2* were down-regulated in the transgenic plants. Although the real-time PCR result and transcriptome analysis result are not perfectly matched, they suggested that *CYP704B1* and several sporopollenin biosynthesis genes were down regulated in transgenic plants and may lead to the irregular exine layer.

**Table 3:** Down-regulated gene involved in pollen wall formation.

TAIR ID^a^	Name	Description	Log_2_foldchange	*P*-value
AT2G16910	*AMS*	bHLH transcription factor	−0.76	0.0004
AT3G26125	*CYP86C2*	Cytochrome P450 86C2	−1.58	0.0001
AT1G69500	*CYP704B1^b^*	Cytochrome P450 704B1	−1.54	0.0013
AT1G28430	*CYP705A24*	Cytochrome P450 705A24	−1.53	0.0012
AT1G75920	*EXL5^b^*	Family II extracellular lipase 5	−1.44	0.0002
AT5G53190	*SWEET3*	Nodulin MtN3 family protein	−1.36	0.0049
AT1G33430	*KNS4/UPEX1*	Galactosyltransferase family protein	−1.28	<0.0001
AT4G14815		Lipid transfer protein family protein	−1.26	<0.0001
AT1G22015	*DD46*	Galactosyltransferase	−1.04	0.0042
AT4G29250		Transferase family protein	−1.00	0.0001
AT5G07530	*GRP17*	Glycine-rich protein 17	−0.99	0.0012
AT5G16960		NADP-dependent oxidoreductase, putative	−0.92	0.0001
AT1G26710		Transmembrane protein	−0.90	0.0038
AT1G71160	*KCS7^b^*	β-Ketoacyl-CoA synthase 7	−0.90	0.0005
AT4G20050	*QRT3^b^*	Polygalacturonase	−0.87	0.0003
AT1G74540	*CYP98A8^b^*	Cytochrome P450 98A8	−0.74	0.0066
AT1G75940	*ATA27*	Hydrolase, hydrolyzing O-glycosyl compounds	−0.69	0.0020
AT1G61110	*NAC25*	NAC transcription factor related with GA signal	−0.68	0.0037
AT5G49070	*KCS21^b^*	β-Ketoacyl-CoA synthase 21	−0.57	0.0049
AT5G48210		Unknown protein	−0.57	0.0077
AT1G67990	*TSM1*	Tapetum-specific O-methyltransferase	−0.56	0.0096

*^a^Locus identifier from TAIR (www.arabidopsis.org). ^b^Genes regulated by AMS (Xu et al., 2014).*

## Discussion

Since the discovery of mice *MAGL* in 1960, many other species have been proved to have multiple *MAGL* genes (Karlsson et al., 1997; Labar et al., 2010; Li-Beisson et al., 2013; Kim et al., 2016). MAGLs not only participate in fat mobilization, but also play important roles in endocannabinoid signaling in mammals (Labar et al., 2010). As a widespread gene family, the *MAGL* genes may be involved with many biological processes in plants. 

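Of the 16 MAGL genes of Arabidopsis, 12 were tested in the buds, of which 4 were higher and 8 lower in the transgenic plants. Their median log2 fold change was -0.29 (adjusted p = 0.741 by limma's camera). AtMAGL8 (AT2G39420), the Arabidopsis gene after which BnaC.MAGL8.a is named, lay at 11.0 ± 6.02 CPM (SD, n = 3) in the wild type and 8.99 ± 3.05 CPM (SD, n = 3) in the transgenic buds. AtMAGL3, which also acts as caffeoyl shikimate esterase in lignin synthesis, had a log2 fold change of 0.39 (standard error 0.14), and AtMAGL14 of -0.98 (standard error 0.40). Of the 12, 0 were called over all genes by edgeR or DESeq2 and 0 when adjusted over the list alone, and 2, AtMAGL3 and AtMAGL14, had an unadjusted p under 0.05.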

In *Arabidopsis*, 16 *MAGL* genes were characterized biochemically and molecularly (Kim et al., 2016). However, besides *AtMAGL3*, the potential functions of the *MAGL* genes have not been investigated in mutants or transgenic lines (Gao et al., 2010; Vijayaraj et al., 2012; Vanholme et al., 2013). In this study, we showed that expressing *BnaC.MAGL8.a* in tapetum affected tapetal PCD and microspore development, leading to male sterility in *Arabidopsis*.

### Retarded Tapetal PCD Was Correlated With Altered Expression of *AMS* and ROS Homeostasis Genes in the *BnA9::BnaC.MAGL8.a* Plants

An obvious difference between the *BnA9::BnaC.MAGL8.a* plants and the wild type is the vacuolated tapetum. The tapetum of transgenic plants contained many small vacuoles at stage 9 and 10. Meanwhile, the cytoplasm of several microspores receded from their pollen wall. The tapetum vacuolation became more severe at stage 11. Tapetal PCD is controlled by *DYT1*, *AMS*, *MALE STERILE1* and other transcription factors (Zhang W. et al., 2006; Ito et al., 2007; Yang et al., 2007; Xu et al., 2010). Their mutation caused defective tapetal PCD and tapetum vacuolation. The reduced *AMS* expression in the *BnA9::BnaC.MAGL8.a* plants was confirmed by transcriptome analysis and real-time PCR. *DYT1*, *AMS*, and *MS188* constitute a regulation pathway tuning tapetal PCD (Wang et al., 2018). The real-time PCR result indicated that *MS188* was significantly down-regulated in the transgenic plants and *DYT1* showed similar expression level in the wild type and transgenic plants. *BASIC HELIX LOOP HELIX PROTEIN 10* (*bHLH010*), *bHLH089*, and *bHLH091* are needed for *DYT1* to regulate anther development (Zhu et al., 2015). *bHLH010*, *bHLH089*, and *bHLH091* were significantly down-regulated in the transgenic plants, confirmed by the real-time PCR analysis. Moreover, down-regulated *bHLH091* expression was also supported by transcriptome analysis result (Supplementary Table S9). 

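bHLH091 lay at 5.13 ± 2.21 CPM (SD, n = 3) in the wild type and 1.54 ± 0.528 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of -1.74 (standard error 0.44, adjusted p = 0.623 by edgeR). Its relatives bHLH089 and bHLH010 had log2 fold changes of -0.60 (standard error 0.19) and -0.30 (standard error 0.23). MS188, a MYB factor that acts below AMS, had -0.87 (standard error 0.72), and MS1, a PHD-finger factor of the late tapetum, had -0.20 (standard error 0.42). DYT1 had 0 counts in the 6 libraries. Of the 12 tapetum regulators tested, 9 were lower and 3 higher, at a median of -0.35.
As a group they stood lower (adjusted p = 0.0073 by limma's camera, 0.540 with an estimated correlation). Over all genes 0 were called by edgeR or DESeq2, 3 had an unadjusted p under 0.05, and AMS, bHLH089 and bHLH091 were called when adjusted over the list alone. Of the 14 genes listed, 2 are in Supplementary Table S5, which was chosen on these samples. The list was not called without wild type replicate 3 (adjusted p = 0.127) or transgenic replicate 2 (0.111), over a range of 0.0013 to 0.540 in 17 alternatives. The mean of the regulators on the log2 scale was 0.57 in wild type replicate 3 and 0.12 and 0.05 in wild type replicates 1 and 2.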

The down-regulation of *bHLH010*, *bHLH089* and *bHLH091* may repressed *AMS* expression.

In addition to transcription factors, tapetal PCD is also related with the ROS levels (Hu et al., 2011; Xie et al., 2014; Yu et al., 2017). The similar developmental changes in ROS profiles were found in *Arabidopsis*, tobacco and tomato (Xie et al., 2014; Yu et al., 2017). In addition, the manipulation of *RESPIRATORY-BURST OXIDASE HOMOLOG E* (*RBOHE*) changed anther ROS levels and resulted in defective tapetal PCD (Xie et al., 2014). BnaC.MAGL8.a may produce excessive free fatty acid (FFA) in the tapetum, same as AtMAGL3 hydrolyzing membrane lipids (Gao et al., 2010). There are two possible ways for FFA to affect ROS homeostasis, in the form of FFA or lipid derived oxylipins (Bonaventure, 2014). FFA may interact with respiratory chain, change the mitochondrial membrane fluidly and oxidizes glutathione inside the mitochondria (Schonfeld and Wojtczak, 2008). Under stress conditions, FFA could be transformed into oxylipins, including OPDA and jasmonates (Wasternack, 2007; Wasternack and Strnad, 2019). Based on our transcriptome data, large numbers of jasmonates-regulated genes were differentially expressed in the transgenic plants, suggesting that it is jasmonates, not OPDA, caused altered genes expression. *TPX2* and *GLUTATHIONE S-TRANSFERASE PHI 9* are regulated by jasmonates and function as ROS scavengers. 

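The NADPH oxidases of the RBOH family produce superoxide at the plasma membrane. RBOHE, which acts in the tapetum, lay at 3.92 ± 0.810 CPM (SD, n = 3) in the wild type and 2.1 ± 0.584 CPM (SD, n = 3) in the transgenic buds. Its log2 fold change was -0.90 (standard error 0.34, adjusted p = 0.720 by edgeR). RBOHD, the main NADPH oxidase of defense, had -0.71 (standard error 0.30), RBOHF -0.16 (standard error 0.36) and RBOHC, which acts in root hairs, 0.51 (standard error 0.31). These 4 of the 10 genes of the family were tested, at a median of -0.44 (adjusted p = 0.408 by limma's camera). Neither edgeR nor DESeq2 called any over all genes, 0 were called when adjusted over the list alone, and RBOHD and RBOHE had an unadjusted p under 0.05.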

The up-regulated ROS homeostasis genes in transgenic plants supported a ROS levels change in the transgenic plants. Notably, *RBOHE* is regulated by *AMS* and *MS188*. Hence, the regulator in tapetal PCD may initiate PCD process via regulating ROS levels (Xie et al., 2014). FFA, jasmonates and *AMS* regulated ROS levels in transgenic plants and the change in ROS level may also lead to a delayed tapetal PCD.

### Defective Pollen Wall Formation Was Correlated With Reduced Sporopollenin Synthesis Genes Expression in the *BnA9::BnaC.MAGL8.a* Plants

Many sporopollenin synthesis and pollen wall formation related genes were down-regulated in the transgenic plants (Table 3). 

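Besides the sporopollenin enzymes, genes of exine patterning and callose stood lower as a group. Of 10 tested, 9 were lower, at a median log2 fold change of -0.71 (adjusted p = 0.0031 by limma's camera, 0.167 with an estimated correlation). KNS4, a galactosyltransferase needed for exine structure, lay at 157 ± 35.6 CPM (SD, n = 3) in the wild type and 63.9 ± 19.0 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of -1.29 (standard error 0.25, adjusted p = 0.353 by edgeR). ABCG26, the transporter of sporopollenin precursors, had -0.94 (standard error 0.44) and A6, a putative callose-degrading glucanase of the tapetum, had -0.82 (standard error 0.45). KNS4 and QRT3 were called when adjusted over the list alone and had every wild type library above every transgenic library, which 2 of the 10 genes did (10% by chance in either direction). None was called over all genes by edgeR, 2 had an unadjusted p under 0.05, and KNS4 alone was called by DESeq2 (adjusted p = 0.0020). Of the 10 genes, 2, KNS4 and QRT3, are in Supplementary Table S5 and were known to be lower. By real-time PCR the paper found CYP703A2, PKSA and TKPR1 higher and the other sporopollenin genes lower in the transgenic plants, and from the lower expression of CYP704B1 and several of these genes it proposes that they may lead to the irregular exine.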

The sporopollenin precursor is synthesized in the tapetum and then transported to the surface of microspores for exine wall formation. The sporopollenin is mainly composed of biopolymers derived from fatty acids and phenolic compounds (Ariizumi and Toriyama, 2011; Quilichini et al., 2015; Zhang et al., 2016). *CYP704B1* mediates long chain fatty acids hydroxylation (Dobritsa et al., 2009). *ACOS5*, *PKSA*, *PKSB*, and *TKPR1* are localized in the ER of tapetal cells and also in the locule (Grienenberger et al., 2010; Kim et al., 2010; Wang et al., 2018). It was proposed that these genes function as a metabolon for sporopollenin synthesis (Lallemand et al., 2013). Our real-time PCR result showed that *ACOS5, CYP704B1*, *MS2*, *TKPR2*, and *PKSB* were down-regulated in the transgenic plants (Supplementary Table S9), indicating a reduced sporopollenin synthesis. In phenylpropanoid biosynthesis pathway, *CYP98A8* and *TSM1* are involved in phenylpropanoid spermidine conjugates synthesis (Fellenberg et al., 2009) and the peroxidase genes, *PRX49*, *PRX52*, and *PRX72*, participate in lignin synthesis. The down-regulated *CYP98A8* and *TSM1* and up-regulated *PRX49*, *PRX52*, and *PRX72* in the transgenic plants may drive more phenylpropanoid compounds to lignin synthesis and reduced spermidine compounds production. 

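The 18 genes of the phenylpropanoid core, some of which act in the lignin branch, went both ways, 11 higher and 7 lower, at a median log2 fold change of 0.14 (adjusted p = 0.056 by limma's camera). PAL1, which turns phenylalanine to cinnamate, had -0.43 (standard error 0.17). HCT, which feeds the lignin branch, had 0.35 (standard error 0.16), and F5H, which makes the syringyl units of lignin, had 0.39 (standard error 0.18). Of the 18, 0 were called over all genes by edgeR or DESeq2 and 0 when adjusted over the list alone, and 1 higher and 1 lower gene had an unadjusted p under 0.05. The list was called as higher without wild type replicate 3 (adjusted p = 7.1e-05), without transgenic replicate 3 (0.036), with voom (0.0019) and with the added clock covariate (0.0039), over a range of 7.1e-05 to 0.758 by camera in 17 alternatives. The mean of the list on the log2 scale was 0.22 in wild type replicate 3 and -0.25 and -0.19 in wild type replicates 1 and 2.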

The expression changes in sporopollenin related genes may resulted in irregular exine structure in the transgenic plants.

As the tapetal PCD was delayed in the transgenic lines, only limited pollen coat was loaded onto the pollen wall. 

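Of 13 pollen coat genes, which encode oleosin-domain glycine-rich proteins, extracellular lipases and a glucosidase of the tapetum, 11 were lower and 2 higher in the transgenic buds, at a median log2 fold change of -0.74. The lipase gene EXL4 had -1.33 (standard error 0.47) and the glucosidase gene ATA27 had -0.71 (standard error 0.22). As a group the 13 genes stood lower (adjusted p = 0.0073 by limma's camera, 0.683 with an estimated correlation). Over all genes 0 were called by edgeR or DESeq2, 0 were called when adjusted over the list alone, and 6, all of them lower, had an unadjusted p under 0.05. Of the 13 genes, 3 are in Supplementary Table S5, which was chosen on these samples. The mean of the list on the log2 scale was 0.93 and 0.46 in wild type replicates 1 and 2 but -0.57 in wild type replicate 3, against -0.30, -0.28 and -0.24 in transgenic replicates 1, 2 and 3. The call was lost without wild type replicate 1 (adjusted p = 0.151) or 2 (0.211), over a range of 1.0e-08 to 0.683 in 17 alternatives.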

In consistency with this, transcriptome analysis showed that some pollen coat related genes were down-regulated in the transgenic plants. GRP17 is the most abundant pollen coat protein in *Arabidopsis* and EXL5 is characterized as an extra cellular lipase in the pollen coat (Mayfield and Preuss, 2000; Mayfield et al., 2001). Down-regulation of *GRP17* and *EXL5* during early pollen stage may also affect pollen coat formation. 

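GRP17 (AT5G07530, chromosome 5, 2382381 to 2384525 of TAIR10.1) lay at 565 ± 256 CPM (SD, n = 3) in the wild type and 282 ± 25.1 CPM (SD, n = 3) in the transgenic buds. Its log2 fold change was -1.00 (standard error 0.32, adjusted p = 0.699 by edgeR). EXL5 (AT1G75920, chromosome 1, 28504041 to 28507168) lay at 75.5 ± 47.6 CPM (SD, n = 3) in the wild type and 27.5 ± 4.51 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of -1.46 (standard error 0.42, adjusted p = 0.657 by edgeR). EXL5 passed the study's threshold and GRP17 did not.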

*Tunicamycin induced 1* mutant shows altered pollen surface structure and the pollen grains are sticky (Iwata et al., 2012). Down-regulation of *TUNICAMYCIN INDUCED 1* may contribute to the defective pollen wall in transgenic plants (Supplementary Table S5).

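TIN1 (AT5G64510, chromosome 5, 25784404 to 25786385 of TAIR10.1), which encodes a protein of the endoplasmic reticulum, lay at 4.78 ± 1.27 CPM (SD, n = 3) in the wild type and 1.39 ± 1.43 CPM (SD, n = 3) in the transgenic buds. Its log2 fold change was -1.75 (standard error 0.58, adjusted p = 0.715 by edgeR). The 14 genes of protein folding in the endoplasmic reticulum that were tested, TIN1 among them, had a median log2 fold change of -0.03 (adjusted p = 0.263 by limma's camera). CRT1B, a calreticulin gene, had -0.48 (standard error 0.16). Of the 14, 0 were called over all genes by edgeR or DESeq2 and 0 when adjusted over the list alone, and 2, TIN1 and CRT1B, had an unadjusted p under 0.05. The list was called as lower without transgenic replicate 3 (adjusted p = 0.036), over a range of 0.036 to 0.910 by camera in 17 alternatives.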

In the *BnA9::BnaC.MAGL8.a* plants, the sticky pollen grains may caused by the defective pollen wall and the thick locule fluid. Mutation of sporopollenin synthesis genes results defective pollen grains. *cyp704b1* produces sticky pollen grains (Dobritsa et al., 2011). *cyp703a2* and *tkpr1* are characterized with thin-exine pollen wall (Dobritsa et al., 2011). The repressed sporopollenin synthesis genes expression correlated with thin and destructed exine layer in transgenic plants. As tapetum degenerated with microspores during stage 10 and stage 11, the locule fluid contained cell debris and cellular components, indicated as fibrillar materials in Figure 6. This change promoted pollen grains adhesion. As the microspores from *BnA9::BnaC.MAGL8.a* plants coalesced with each other in stage 11, when the pollen coat substrates was still enclosed in tapetum, the sticky pollen phenotype was more likely caused by defective pollen wall (Figure 6D). This notion was further supported by the fact that limited pollen coat was loaded on round or shrunken pollen grains (Figure 7).

### The Potential Role of MAG in Pollen Development

At stage 8, microspores are separated from the tapetum and obtain nutrients from the locule fluid. The exact composition of the locule fluid remains poorly understood. MAG, as a transportable metabolite, may serve as a locule fluid component. Arburscular mycorrhizal fungi and its host plant evolve a symbiosis relationship: the fungi transports mineral nutrients to the plant and receives MAGs and sugars as feedback (Jiang et al., 2017; Luginbuehl et al., 2017). *ram2* mutant in *Medicago truncatula* is defective in mycorrhizal fungal colonization and addition of C16 fatty acids complements the mutation (Wang et al., 2012). Further analysis indicated that *RAM2* encodes a GPAT synthesizing 2-monoacylglycerol, which likely exported to the fungi (Wang et al., 2012). Pollen development requires plenty of lipids (Zhang et al., 2016). As a high concentration of free fatty acid is toxic to plant cells, transporting MAG from tapetum could be a safe and efficient way to deliver lipid derived compounds to microspores. In the *atgpat1* mutant, the tapetum became hypertrophic and even occupied half of the locule (Zheng et al., 2003). Then, the microspores and tapetum degenerated, leaving collapsed pollen walls and several round pollen grains attached to the locule (Zheng et al., 2003). The similar phenotype of the *atgpat1* mutant and the *BnA9::BnaC.MAGL8.a* transgenic plants suggested a common mechanism for defect pollen development. We speculate that MAG could be the link, as the mutation of *AtGPAT1* and the *BnaC.MAGL8.a* overexpression may cause a MAG shortage. Further investigation is needed to prove the importance of MAG for microspore development.

## Author Contributions

JG, JZ, and JS contributed to the conception and design of the study. JG, QL, NW, and BT conducted the plant transformation and histology analysis. JG performed the enzyme assay and transcriptome analysis. JG wrote the first draft of the manuscript. BY, CM, JT, TF, and QL provided the valuable suggestions for this research. All authors contributed to the manuscript revision, read and approved the submitted version.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.arabidopsis.org/tools/bulk/go/index.jsp

How the deposited data were processed for this re-analysis (not part of the article)

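RNA of young flower buds, with anthers of stages 6 to 9, was measured in 3 wild type and 3 BnA9::BnaC.MAGL8.a libraries. The labels give the genotype and the replicate number of each library, and the paper calls the replicates biological. The deposited values are counts per gene and library, which the authors made by mapping the reads with Hisat2 to the Arabidopsis genome with the coding sequence of BnaC.MAGL8.a added and by counting them with featureCounts. The submitters' processing notes name TAIR10, HISAT2, featureCounts and DESeq2. Versions, the treatment of multiply mapped reads, strand, and whether mates were counted as 1 or 2 are not given in the sources used here. The counts were used as deposited.

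The counts were read for all genes, of which 3873 had no count in any library, and 1 entry, the transgene, was not an Arabidopsis locus. Library totals lay between 13519945 and 14729927 counts, and the genes tested held 99.9% of them. A gene with 0 counts was given a floor of 3 counts per library, which is 0.193, 0.225 and 0.209 CPM in wild type replicates 1, 2 and 3, and this floor covers counting error only. No pair of libraries of 1 genotype differed by as little as sampling noise, since their chi-square per degree of freedom lay between 15.4 and 56.0, so each library counted as 1 replicate. A share of 75.5% to 78.0% of the counts from 1 to 20 was even in each library. Genes that are near-identical copies of each other, such as AT3G28290 and AT3G28300, have uncertain counts, and so have overlapping genes, because the use of strand is not given.

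Genes were kept by edgeR's filter at its defaults by genotype (minimum count 10, minimum total 15), libraries were scaled by TMM (factors 1.055, 0.957 and 1.058 for the wild type and 0.924, 0.984 and 1.030 for the transgenic replicates), and the 2 genotypes were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment over the 18642 genes tested. The design held genotype only. Standard errors were taken from the fold change and the test statistic. A gene was called at an adjusted p under 0.05, and the study's threshold was an unadjusted p under 0.01 from DESeq2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

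Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, adjusted over the 28 lists, and again with an estimated correlation. The lists hold 413 genes of pathways, other cell types and other stages. They were written from general knowledge and the paper before the counts were examined, but the values in the paper's Table 3 and Supplementary Tables S5 to S9 had been read by then, so members that those tables hold had been seen. For the tables of the study itself, which were chosen on these samples, only counts of members were made. The genes named are those the paper names in its transcriptome results and discussion, the 15 largest rises and the 15 largest falls among called genes whose genotypes do not overlap and whose mean is at least 1 CPM, which gave 3 genes, up to 4 members of each list with the smallest p, and any gene of a table of the study. The marker lists, of root tissue, of the lipid transfer proteins of the tapetum, and of morning and evening outputs of the clock, were written later, before their values were seen. Coordinates are those of TAIR10.1, whose genes overlap all 19 intervals of Supplementary Table S8. The listed peroxidases were compared with the transcripts of all annotated genes of that build, on either strand, for shared stretches of 50 bases.

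The test was tried on simulated counts with the means and library sizes of the 18642 genes, of which 100 were changed 2-fold and 100 changed 4-fold. Dispersions were drawn around the fitted trend with the scatter estimated from the real libraries, after a first simulation, drawn from the dispersions of single genes, gave more false calls than its threshold allows and was replaced. At an adjusted p under 0.05, edgeR recovered 1% of the 2-fold and 49% of the 4-fold changes with 2 false calls, DESeq2 22% and 80% with 78 false calls, and voom 0% and 44% with 2 false calls. The trend and scatter of the dispersions came from edgeR's own fit, which may favor edgeR, so these counts do not rank the tools. With the pollen coat list lowered 2-fold, camera gave that list an adjusted p of 2.5e-10, or 0.054 with an estimated correlation, and called 1 other list. The simulated genes were drawn independently of each other. In the real libraries the estimated correlation was 0.66 for the pollen coat and 0.89 for sporopollenin synthesis. The simulation therefore cannot show how camera with the preset correlation behaves on such lists.

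The alternatives fixed before the counts were examined were RLE size factors, every gene with a count, at least 10 counts in every library, DESeq2 1.42.0, limma's voom with quality weights, edgeR's older quasi-likelihood method, robust empirical Bayes, each library left out, the replicate number as a block, the transgene left out of the library sizes, an adjusted p under 0.1, a 2-fold change beside the adjusted p, an estimated correlation and a prior count of 0.5. Halved counts and a clock score as covariate were added after the data were seen, the first because low counts are mostly even, and the second because clock genes set libraries apart. The clock score is the first principal component of the 12 clock genes. All 10 splits of the 6 libraries into 3 and 3 were fitted. The enrichments of Tables 1 and 2 were not repeated, because the annotations behind them were not used here, and the real-time PCR, lipid and microscopy data were not analysed here.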

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

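The comparison of late pollen with meiosis genes, the clock score with its use as a covariate, and the test of the peroxidases that share no stretch were chosen only after the pattern was seen, and the limit that the spread of the touch genes sets on their test was added then too. The other tests of this part were set before their results were seen.

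ICL, which the paper does not discuss, was the gene called as lower in the transgenic buds (log2 fold change -3.03, standard error 0.32, adjusted p = 0.044 by edgeR). Its call was lost in 12 of 17 alternatives, among them those without wild type replicate 1 (adjusted p = 0.146) or 2 (0.237), without transgenic replicate 1 (0.07), 2 (0.074) or 3 (0.206), with voom (0.058), with robust empirical Bayes (0.130) and with a replicate block (0.711), while its log2 fold change ran from -3.37 to -2.74. A further 424 genes, outside the study's comparison, were called along the clock score by edgeR in a model that also held the genotype, 246 higher and 178 lower with a higher score.

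Lists of tapetum and pollen wall genes stood lower in the transgenic buds, sporopollenin synthesis among them (median log2 fold change -0.71, adjusted p = 0.0033 by camera, 0.683 with an estimated correlation, 0.147 without wild type replicate 3 and 0.129 without transgenic replicate 2). Less tapetum in the transgenic buds would lower the abundant lipid transfer proteins of the tapetum by about as much, and their median over 7 genes was -0.38, from -0.72 to -0.11, with a difference of list means of -0.44 (standard error 0.46), which lies between the values that would show or exclude it. Another mix of bud stages would move meiosis and late pollen genes apart, but the list means differed between the genotypes by -0.30 (standard error 0.096) and -0.50 (standard error 0.26), a gap of -0.19 that is smaller than its spread. Only 4 of 12 meiosis and 7 of 17 late pollen genes passed the filter on low counts. The late pollen mean was 0.63, 0.34 and -0.23 in wild type replicates 1, 2 and 3, so libraries of 1 genotype differed too. Of the late pollen genes under the filter, PRF5 and VGD1 were highest in wild type replicate 1 (10.1 and 5.93 CPM). PPME1 and VGDH1 were highest in transgenic replicate 3 (1.14 and 0.501 CPM). A lower share of tapetum, another mix of stages and lower expression within the tapetum cannot be told apart in whole buds. An effect of the transgene on these genes, which the design names, stays open as untested.

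Genes of suberin synthesis, which the paper does not discuss, stood higher beside the class III peroxidases (adjusted p = 8.5e-04 by camera, 0.167 with an estimated correlation, 0.499 with at least 10 counts in every library, 0.087 with halved counts, and 1.3e-05 to 0.499 over 17 alternatives). Root tissue in the transgenic samples would have raised genes abundant in roots, but the 3 of 16 root genes that could be tested had a median log2 fold change of -0.39, with a difference of list means of -0.08 (standard error 0.20), and the other 13 stayed at or under 0.437 CPM, which argues against it. Of the 20 peroxidases tested, 7 share a stretch of 50 bases with another gene. Of the other 13, 11 were higher, at a median log2 fold change of 0.30 and a difference of list means of 0.61 (standard error 0.23). These 13 include PRX49, PRX52 and PRX72, which the study chose on these samples and which raise the mean above the median. The values argue against shared reads as the whole cause. Among PRX15, PRX22, PRX49, PRX52 and PRX72 themselves 0 of 10 pairs share such a stretch. Shared reads were not checked for the suberin genes, and their call rests on genes with low counts. That the transgene may raise these genes in buds is a hypothesis found on the same data.

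Genes of the rapid touch and wound response stood lower (median -0.39, adjusted p = 0.0025 by camera, 0.683 with an estimated correlation, 0.076 without wild type replicate 2 and 0.485 without transgenic replicate 2, and 6.0e-07 to 0.683 over 17 alternatives). The list means were 0.87, 0.69 and -0.51 on the log2 scale in wild type replicates 1, 2 and 3 and -0.21, -1.63 and 0.79 in transgenic replicates 1, 2 and 3, so that libraries of 1 genotype differed more than the genotypes did. Another hour of harvest would bring the median close to 0 once the clock score is a covariate, but it moved to -0.68 (adjusted p = 3.1e-05 by camera with the preset correlation), which goes against the hour as the whole cause. The difference of list means was then -0.96 with a standard error of 0.64, a spread too wide to exclude it. Handling of the plants before sampling, which the sources used here do not describe, was not tested, and an effect of the transgene stays open as well.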

How the results depend on the processing

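The counts halved and the clock score as covariate were chosen only after the data were seen, and all other alternatives were set before. The 3 genes called at an adjusted p under 0.05 became 62 with DESeq2, the transgene among them, 0 with voom, 1 with robust empirical Bayes, 5 with the clock score as covariate, and 0 to 5 with 1 library left out (0 without wild type replicate 1 or 2, 5 without wild type replicate 3, 1 without transgenic replicate 1). The 268 genes at the study's threshold became 614 with the clock score, and 123 to 515 with 1 library left out, the lowest without wild type replicate 1 and the highest without wild type replicate 3, with 145 without transgenic replicate 2. The 261 genes shared with Supplementary Table S5 became 393 with DESeq2 and 102 to 225 with 1 library left out (102, 145 and 113 without wild type replicate 1 and transgenic replicates 1 and 2). The 2 study-list genes called became 16 with DESeq2, 0 with voom, 1 with robust empirical Bayes and 0 to 3 with 1 library left out (0 without wild type replicate 1 or 2, 1 without transgenic replicate 1). The 11 gene lists called became 0 with an estimated correlation, so no list call held there, and 7 to 14 with 1 library left out (7 without wild type replicate 2 or transgenic replicate 2). The estimate was not large for every list. It was 0.89 for sporopollenin synthesis but 0.017 for suberin, 0.033 for glucosinolate synthesis and 5.0e-04 for exine and callose, the last under the preset 0.01. A larger correlation thus does not account for the lost call of exine and callose. The fitted log2 fold change of BnaC.MAGL8.a, which is no bound because its wild type counts are 0, was 15.43, or 12.86 with voom, 14.43 with halved counts, 14.93 with DESeq2, 15.43 with the clock score and 14.78 to 15.94 with 1 library left out. It had no value with at least 10 counts in every library. The causes of these shifts were not tested. The direction of no called gene or list was reversed. Over the 28 lists, 387 of 476 values kept their direction and their side of the threshold, whatever their size. A further 28 calls were lost, 15 were won and 46 values without a call changed direction. Over 175 named genes the numbers were 2869 of 2955, 22, 22 and 42. The older quasi-likelihood method and robust empirical Bayes have no list values, because camera starts from log2 CPM.

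With the replicate number as a block, 0 genes were called, 164 passed the study's threshold (961 had an unadjusted p under 0.05), 151 of them in Supplementary Table S5, and 0 study-list genes were called. Of the gene lists 10 were called, and the jasmonate response lost its call (adjusted p = 0.051 by camera). The replicate numbers of the labels do not pair the libraries, since same-numbered libraries had correlations of -0.076, -0.098 and -0.351 over their deviations from the genotype means, and wild type replicates 1, 2 and 3 correlated best with transgenic replicates 3, 3 and 2. In Supplementary Table S5 the wild type libraries carry other numbers than in the labels, so the block does not follow the study's own numbering.

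The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. The real split and the highest other gave 3 and 474 called genes, 268 and 1075 genes at the study's threshold, 261 and 25 of Supplementary Table S5, 11 and 10 gene lists, and 2 and 2 study-list genes. Counts as large as the real one came from 2, 2, 1, 1 and 2 of the 10 splits, the real one included. Supplementary Table S5 and the study lists were chosen on the real split, which favors it in those counts beforehand. The 261 against 25 is therefore no support for the real split. The split with 474 genes sets wild type replicates 1 and 2 and transgenic replicate 3 against the other libraries, as the clock score and the first principal component do, which points to a structure of the samples. At this depth and number of libraries, edgeR called 1% of simulated 2-fold and 49% of simulated 4-fold changes, so a small count of calls leaves smaller changes open.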

Differences from the paper's values

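No test of this part was chosen after the result was seen. The paper reports 240 lower genes at P under 0.01, its stated threshold, and edgeR gave 158. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with every gene with a count (187), DESeq2, the study's tool (240), voom (237) and robust empirical Bayes (162), and without wild type replicate 2 (202), wild type replicate 3 (295) or transgenic replicate 3 (236). It was not with RLE size factors (150), at least 10 counts in every library (147), the older quasi-likelihood method (157), the replicate block (98) or the transgene left out of the library sizes (158), nor without wild type replicate 1 (63), transgenic replicate 1 (126) or transgenic replicate 2 (67).

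The paper's Table 3 holds 21 lower genes, of which 11 passed the same threshold by edgeR. DESeq2 (21), voom (18) and the fit without wild type replicate 3 (17) came within 1.5 times of the paper's number. RLE size factors (11), every gene with a count (13), at least 10 counts in every library (11), the older quasi-likelihood method (10), robust empirical Bayes (11), the replicate block (9), the transgene left out of the library sizes (11), and the fits without wild type replicate 1 (6), wild type replicate 2 (10) and transgenic replicates 1 (9), 2 (7) and 3 (9) did not.

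The paper reports 26 genes regulated by jasmonate, of which 15 passed by edgeR. The count came within 1.5 times with every gene with a count (20), DESeq2 (26), voom (18) and robust empirical Bayes (18), and did not with RLE size factors (17), at least 10 counts in every library (14), the older quasi-likelihood method (16), the replicate block (7) and the transgene left out of the library sizes (15), nor without wild type replicates 1 (4), 2 (8) and 3 (13) and transgenic replicates 1 (6), 2 (11) and 3 (13).

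For single genes, the log2 fold changes of 83 genes in the paper's tables were set beside those of edgeR. Of these, 0 differed by more than their error, and the largest gap was 0.095. Both sets of values come from the same libraries, so close values follow from the shared data and are no independent evidence. The paper counts CYP98A8, TSM1, CYP704B1, GRP17, TIN1, FSD1 and VSP1 among its differentially expressed genes, and by edgeR they had the paper's direction but did not pass the study's threshold, while DESeq2 passed each of them. In Supplementary Table S7 the direction column of TPX2 and ACR7 is the opposite of the sign of their log2 fold changes in that table, and edgeR gave 1.77 and -1.19. That table marks 12 genes as induced in jasmonate-treated flowers, where the paper's text gives 11.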

Other observations

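The search for the primers, the share of even counts and the naming of CYP86B1 and MLS were chosen only after the data were seen, and the comparison of morning and evening genes was set after the clock genes had been seen and before its own result was.

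Of 14 genes of suberin, a waxy polymer of root and seed coat cell walls, 11 were tested, of which 9 were higher and 2 lower in the transgenic buds, at a median log2 fold change of 0.54. CYP86A1, which hydroxylates fatty acids for suberin, had 2.22 (standard error 0.46), and the feruloyl transferase gene ASFT had 2.19 (standard error 0.61). The caffeoyl transferase gene FACT had 1.75 (standard error 0.41) and the transporter gene ABCG6 also 1.75 (standard error 0.54). Of the 11 genes, the 3 transgenic libraries lay above the 3 wild type libraries for these 4 and below them for 0 (10% by chance in either direction), and these 4 were called when adjusted over the list alone. Over all genes edgeR called 0 and DESeq2 called CYP86A1, and 4 higher genes and 1 lower gene, CYP86B1 at -1.17 (standard error 0.49), had an unadjusted p under 0.05 by edgeR. Of the 14 genes, 3 are in Supplementary Table S5. The 12 genes of cutin, the related polymer of the shoot surface, had a median of 0.09 (adjusted p = 0.570 by camera), with 7 higher and 5 lower, and 0 called over all genes by edgeR or DESeq2, over the list alone or at an unadjusted p under 0.05.

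Genes of glycerolipid synthesis, the pathway whose products a monoacylglycerol lipase splits, went both ways, 8 higher and 9 lower of 17 tested, at a median of -0.00 (adjusted p = 0.968 by camera). DGAT3, a diacylglycerol acyltransferase gene, lay at 38.9 ± 6.01 CPM (SD, n = 3) in the wild type and 17.1 ± 2.34 CPM (SD, n = 3) in the transgenic buds, a log2 fold change of -1.19 (standard error 0.17, adjusted p = 0.281 by edgeR). It was called when adjusted over the list alone and with DESeq2 (adjusted p = 7.2e-05), and with GPAT3, an acyltransferase gene at -1.57 (standard error 0.47), it was 1 of 2 genes with an unadjusted p under 0.05. Of 17 genes of fatty acid breakdown tested, 12 were higher and 5 lower, ICL among the latter, with a median of 0.09, the direction up by camera (adjusted p = 0.478) and a difference of list means of -0.07, which is of the other sign. ICL was the gene of this list called over all genes by edgeR and DESeq2 and over the list alone. MALATE SYNTHASE (MLS), which acts after ICL in the glyoxylate cycle, was under the filter on low counts, at 0.712 ± 0.729 CPM (SD, n = 3) in the wild type. PMDH2, a peroxisomal malate dehydrogenase gene, had 0.39 (standard error 0.13) and PCK1, which starts sugar synthesis from oxaloacetate, had 0.62 (standard error 0.24).

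Among the genes of touch and wounding, the transcription factor gene DDF1 had a log2 fold change of -1.75 (standard error 0.39), WRKY18 of -1.12 (standard error 0.30) and WRKY40 of -1.60 (standard error 0.51), and the calmodulin-like gene CML38 of -1.18 (standard error 0.39). Of the 17 genes of the list, each wild type library lay above every transgenic library for 3, DDF1, WRKY18 and WRKY40, and below for 0 (10% by chance in either direction).

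Wild type replicate 3 stood apart from the other libraries in its clock genes, and a hypothesis is that it was taken at another hour of the day. Output genes of the clock that peak in the morning would then be higher and those that peak in the evening lower in it than in the mean of the other 5 libraries. The median of 6 morning genes was 2.59 higher and the median of 3 evening genes was -3.13 on the log2 scale, a gap of 5.72. These genes follow the clock genes that set the library apart, so the gap, although it passed the bound set beforehand, restates that observation and was judged, after its value was seen, not to decide between another hour of harvest and another state of the clock. Between the genotypes, the morning genes had a median log2 fold change of -0.83 and the evening genes of -0.19. The clock scores, which take up 88.9% of the variance of the clock genes, were -0.18, -1.00 and 1.74 in wild type replicates 1, 2 and 3 and 0.08, 0.28 and -0.92 in transgenic replicates 1, 2 and 3. The second principal component of all genes took 24.4% of the variance.

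Counts from 1 to 20 were even in 75.5% to 78.0% of cases, which is what counting both mates of a read pair may give, and with halved counts 2 genes were called by edgeR and 248 passed the study's threshold.

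AT3G58550, a lipid transfer protein gene that the paper measured by real-time PCR, had a log2 fold change of 3.06 in the buds (standard error 0.49), and TEM1, a repressor of flowering, had 0.76 (standard error 0.30). PP2AA3, the reference gene of the real-time PCR, had -0.14 (standard error 0.13). Of the primers in the paper's supplement, the left primer of AT3G58550 matches TAIR10.1 on chromosome 3 from 21649525 to 21649546, in that gene, and the right primer listed with it matches only chromosome 4 from 17205847 to 17205867, in PRX49. Of the 2 pairs in CYP704B1, the pair listed as CYP704P1 spans 653 bases on chromosome 1 from 26124139 to 26124791, from exon 1 to exon 3 of 6, and the pair listed as CYP704B1 spans 255 bases from 26124846 to 26125100, from exon 3 to exon 4. The pair for AMS spans 785 bases on chromosome 2 from 7333089 to 7333873, from exon 5 to exon 8 of 8. The pair for CYP98A8 spans 75 bases on chromosome 1 from 28013962 to 28014036 and the pair for TEM1 51 bases on chromosome 1 from 8982029 to 8982079, each within the 1 exon of its gene.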
